# Spatially resolved transcriptomics reveals the architecture of the tumor-microenvironment interface

**DOI:** 10.1038/s41467-021-26614-z

**Published:** 2021-11-01

**Authors:** Miranda V. Hunter, Reuben Moncada, Joshua M. Weiss, Itai Yanai, Richard M. White

**Keywords:** Cancer microenvironment, Computational biology and bioinformatics, Cancer models, RNA sequencing, Melanoma

## Abstract

During tumor progression, cancer cells come into contact with various non-tumor cell types, but it is unclear how tumors adapt to these new environments. Here, we integrate spatially resolved transcriptomics, single-cell RNA-seq, and single-nucleus RNA-seq to characterize tumor-microenvironment interactions at the tumor boundary. Using a zebrafish model of melanoma, we identify a distinct “interface” cell state where the tumor contacts neighboring tissues. This interface is composed of specialized tumor and microenvironment cells that upregulate a common set of cilia genes, and cilia proteins are enriched only where the tumor contacts the microenvironment. Cilia gene expression is regulated by ETS-family transcription factors, which normally act to suppress cilia genes outside of the interface. A cilia-enriched interface is conserved in human patient samples, suggesting it is a conserved feature of human melanoma. Our results demonstrate the power of spatially resolved transcriptomics in uncovering mechanisms that allow tumors to adapt to new environments.

## Abstract (web summary)

During tumor progression, cancer cells contact different neighboring cell types, but it is unclear how these interactions affect cancer cell behavior. Here, the authors use spatially resolved transcriptomics and single-cell RNA-seq to study the role of cilia at the tumormicroenvironment interface.

## Introduction

As tumors grow and invade into new tissues, they come into contact with various new cell types, but it is poorly understood how these cell–cell interactions allow for successful invasion and tumor progression. In melanoma, these interactions can occur between the tumor cells and a diverse number of cell types. In many cases, the tumor cells interact directly with stromal cells such as fibroblasts^1^ or immune cells^2^. However, increasing evidence suggests that the repertoire of such interactions is considerably broader, and can include cell types including adipocytes^3^ and keratinocytes^4^. Many of these cell interactions can influence tumor cell behavior^1–4^.

There are likely at least two levels of cell–cell interactions that are relevant to cancer: “microenvironmental” interactions in which the tumor cell directly interacts with adjacent non-tumor cells, and “macroenvironmental” interactions, in which the tumor cell indirectly interacts with more distant cells. The microenvironment is increasingly appreciated to play a major role in cancer phenotypes, including proliferation, invasion, metastasis, and drug resistance^5,6^. However, it is debatable whether every cell type that a tumor interacts with is truly part of the microenvironment, since the mechanisms by which these cells influence tumor cell behavior are often unclear. This uncertainty is compounded by the fact that tumor cells themselves are highly heterogeneous^7^, making it challenging to determine which subset of tumor cells are directly interacting with surrounding non-tumor cells. The macroenvironment may also influence tumor progression, since the tumor cells can interact with other cells in the body at a distance, as recently demonstrated for metabolic coupling between melanoma cells and distant cells in the liver^8^.

A better understanding of the nature of these cell–cell interactions requires high resolution imaging and analyses of genes expressed by tumor cells as they interact with different cell types. While bulk and single-cell RNA-sequencing approaches have improved our ability to understand cell–cell interactions, these techniques require dissociation of the tissue of interest, resulting in a loss of spatial information. Thus, a comprehensive understanding of how tumor and surrounding cells interact in situ is lacking, at least in part due to the limitations of current RNA-sequencing technologies.

Spatially resolved transcriptomics (SRT) has recently emerged as a way to address the limitations of both bulk and single-cell RNA-seq by preserving tissue architecture, while still profiling the genes expressed by the cell or tissue at high resolution. Current SRT techniques typically either use spatially-barcoded probes to capture and sequence mRNA from tissue sections^9,10^, or multiple rounds of in situ hybridization, sequencing, and imaging to computationally reconstruct the transcriptional landscape of the cell^11,12^. In situ hybridization-based SRT techniques allow the user to profile the transcriptional landscape of the cell at cellular or even subcellular resolution, whereas the resolution of techniques that capture and sequence mRNA from sections is limited by the diameter of each capture spot on the SRT array (for example, 55 µm with the current 10× Genomics Visium SRT technology, with a 45 µm gap between spots). However, to overcome the limited spatial resolution of SRT arrays, a number of computational methods to infer single cell resolved gene expression profiles have recently been developed, including SPOTlight^13^ and Stereoscope^14^. We recently developed a technique to integrate capture probe-based SRT and scRNA-seq to map the transcriptomic and cellular architecture of tumors^15^. This provides a unique opportunity to understand the mechanisms that are driving the cell–cell interactions that occur between the tumor and its immediately adjacent microenvironment.

Here, we integrate SRT, single-cell RNA-seq, and single-nucleus RNA-seq to characterize the transcriptional landscape of melanoma cells as they interact with the immediately adjacent microenvironment. Using a zebrafish model of melanoma, we construct a spatially-resolved gene expression atlas of transcriptomic heterogeneity within tumors and surrounding tissues. We discover a histologically invisible but transcriptionally distinct “interface” region where tumors contact neighboring tissues, composed of cells in specialized tumor-like and microenvironment-like states. We uncover enrichment of cilia genes and proteins at the tumor boundary, and find that ETS-family transcription factors regulate cilia gene expression specifically at the interface. We further demonstrate that this distinct “interface” transcriptional state may be conserved in human melanoma, suggesting a conserved mechanism that presents opportunities for halting melanoma invasion and progression.

## Results

### Spatially resolved transcriptomics reveals the architecture of the melanoma–microenvironment interface

To investigate the transcriptional landscape of tumors and neighboring tissues in situ with spatial resolution, we processed frozen sections from three adult zebrafish with large, invasive *BRAF*^*V600E*^-driven melanomas^16^ for capture probe-based spatially resolved transcriptomics (SRT), using the 10× Genomics Visium platform (Fig. 1a–c). Although the size of the tissue section used is limited by the size of the Visium array (6.5 mm^2^), zebrafish allow us the unique advantage that a transverse section through an adult fish (~5 mm diameter) fits in its entirety on the array (Fig. 1c). Zebrafish are thus one of the only vertebrate animals that can be used to study both the tumor and all surrounding tissues in their intact forms, without any need for dissection. Our SRT dataset contained transcriptomes for 7281 barcoded array spots across three samples, encompassing 17,317 unique genes (Fig. 1d, e and Supplementary Fig. 1). 

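For the SRT, the authors deposited the position of every barcoded spot on each array and whether it lies over tissue, as read by 10x Genomics software. Only these positions were used, and the counts of transcripts per spot were not analysed here. The spots have a diameter of 55 µm and their centers lie 100 µm apart. Spots over tissue numbered 2425 in sample A, 2179 in sample B and 2677 in sample C, which makes 7281 of the 14976 spots, or 48.6%. Taking for each spot the area nearer to it than to any other, tissue covered 21.0 mm² in sample A, 18.9 mm² in sample B and 23.2 mm² in sample C, and the spots themselves lay over 27.4% of it. Of the spots over tissue, 161 were at the edge of an array.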

We detected approximately 1000–15,000 transcripts (unique molecular identifiers, UMIs) and 500–3000 unique genes per spot, with somewhat fewer UMIs/genes detected in sample C (Supplementary Fig. 1). Visium array spots within the tumor region typically contained more UMIs than spots in the rest of the tissue (Supplementary Fig. 1d, f), likely at least in part due to higher density of cells within the tumor region (Supplementary Fig. 1g).

**Fig. 1:**
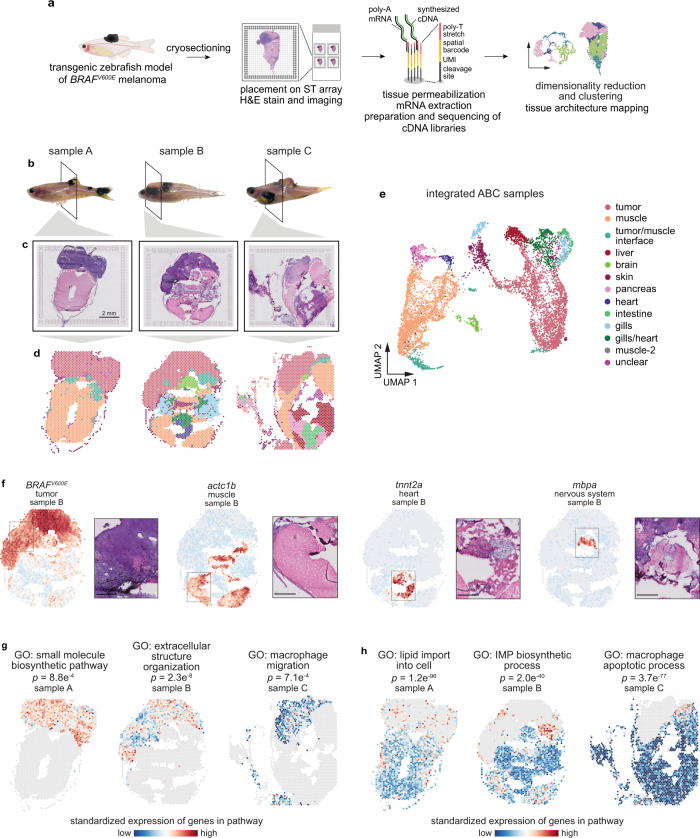
Spatially resolved transcriptomics reveals the transcriptional architecture of melanoma and its surrounding microenvironment. **a** Schematic showing the spatially resolved transcriptomics (SRT) experiment workflow. **b** Images of zebrafish with *BRAF*^*V600E*^-driven melanomas used for SRT. The region where the fish were sectioned is highlighted. Scale bar, 2 mm. **c** H&E staining of cryosections used for SRT (*n* = 3 sections). **d** Visium array spots colored by clustering assignments of the integrated dataset (see “Methods” section). **e** UMAP embedding of SRT spots from all three samples colored by cluster assignments of the integrated dataset (see “Methods” section). **f** The expression of select marker genes (*BRAF*^*V600E*^, tumor; *pvalb4*, muscle; *kcn6a*, heart; *mbpa*, nervous system) from the SRT data projected over tissue space (left), with images of the corresponding histology from the indicated region of the SRT array (right). Scale bar, 500 µm. **g**, **h** Average, standardized expression of annotated genes for gene ontology (GO) terms displaying spatially-coherent expression patterns in the tumor (**g**) and microenvironment (**h**) regions in each sample. *p*-values represent the comparison between the distance between spots expressing that GO term genes and a null-distribution of distances between random spots (Wilcoxon’s Rank Sum test, two-sided).

We first combined our expression matrices using an anchoring framework to identify common cell states across different datasets^17^ (Supplementary Fig. 2a). After community-detection based clustering on our integrated dataset, we inferred the identities of 13 distinct clusters. When we projected the cluster assignments back onto the tissue coordinates (Fig. 1d) and onto the UMAP embeddings for each spot (Fig. 1e), we found complex spatial patterns in the data that strongly recapitulated tissue histology. Our Visium data captured multiple microenvironment cell types (muscle, liver, brain, skin, pancreas, heart, intestine, and gills) in addition to the *BRAF*^*V600E*^-driven melanomas (Fig. 1d–f). We validated our cluster assignments by plotting onto the Visium array the expression of marker genes that should be expressed exclusively in the tumor (*BRAF*^*V600E*^), muscle (*pvalb4*), heart (*kcn6a*), and nervous system (*mbpa*), and observed that expression of these marker genes was restricted to the expected regions of the tissue (Fig. 1f).

To further characterize the transcriptional architecture of the microenvironment, we asked whether we could leverage publicly available, annotated gene sets to uncover spatially-organized patterns of biological activity across the tissue. To this end, we computed the mean expression of genes associated with all zebrafish Gene Ontology (GO) terms, and measured the distance between spots that highly express these genes, reasoning that shorter distances between spots may represent underlying spatial organization of these biological pathways across the tissue. We then compared this distribution to that of a null distribution of distances between random spots, allowing us to identify GO terms with spatially coherent, non-random expression patterns. Applying this to the tumor region of our samples, we identified several GO terms displaying interesting spatial expression patterns related to tissue structure (GO: extracellular structure organization; *p* = 2.3 × 10^−8^) and the immune system (GO: macrophage migration, *p* = 7.1 × 10^−4^), among others (Fig. 1g and Supplementary Fig. 3a and Supplementary Movie 1). We performed the same analysis on the microenvironment, and found several notable spatially-organized pathways that function in tumor growth and invasion (GO: lipid import into cell, *p* = 1.2 × 10^−96^; GO: IMP biosynthetic process, *p* = 2.0 × 10^−40^) (Fig. 1h and Supplementary Fig. 3b and Supplementary Movie 2). Together, these data validate our spatially resolved transcriptomics workflow and demonstrate the existence of discrete tumor and microenvironment regions within our SRT dataset.

### The tumor–microenvironment interface is transcriptionally distinct from the surrounding tissues

We noticed in all of the samples a transcriptionally distinct cluster of array spots that localized to the border between the tumor and the adjacent microenvironment (Fig. 1c–e), in which specific biological pathways were upregulated (Fig. 1h). This “interface” cluster was present in all three samples (Supplementary Fig. 2). Interestingly, the tissue in this interface region appeared largely indistinguishable from the surrounding microenvironment (muscle) (Fig. 2a), despite it being transcriptionally distinct (Fig. 1e). We thus hypothesized that this interface cluster represented the region in which the tumor was contacting neighboring tissues. To get a better sense of the transcriptional profile of the interface cluster, we computed the correlation between the averaged transcriptomes of each SRT cluster across all three samples. We found that the transcriptional profile of the interface cluster was more correlated with the tumor (*R* = 0.33) than with muscle (*R* = 0.06) (Fig. 2b), despite the fact that the tissue in this region histologically resembles muscle with few tumor cells visible (Fig. 2a).

**Fig. 2:**
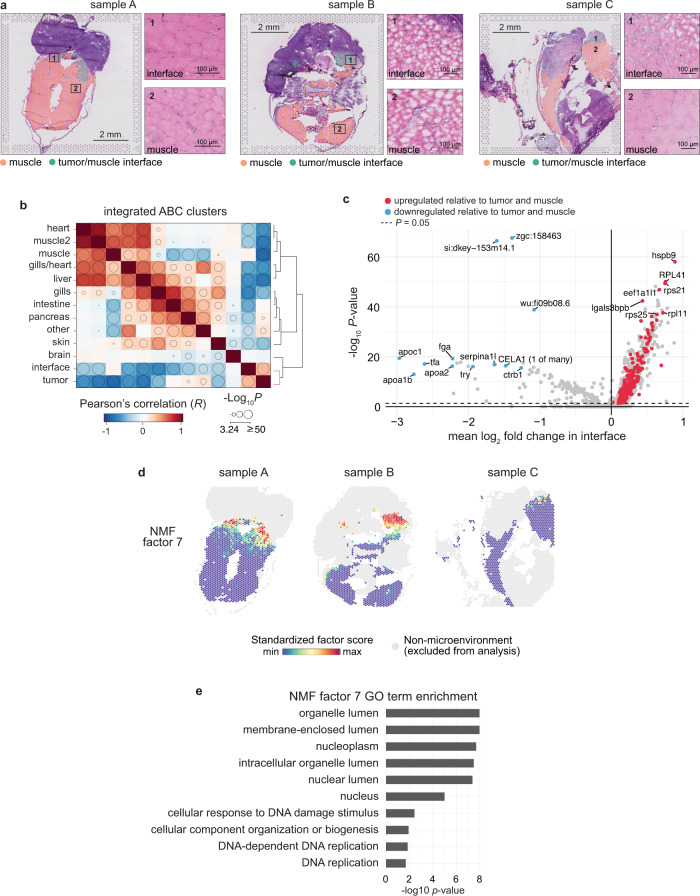
The tumor–microenvironment interface is transcriptionally distinct from the surrounding microenvironment. **a** Interface and muscle-annotated cluster spots projected onto tissue image (*n* = 3 sections). Insets show the tissue underlying the interface spots (1) and muscle spots (2). **b** Correlation matrix between average expression profile of SRT clusters across all three datasets. Clusters are ordered by hierarchical clustering of the Pearson’s correlation coefficients (see “Methods” section) and bubble sizes correspond to *p*-value (−log10) of correlation (two-sided), with *p*-values < 10^−3^ omitted. Clustering of tumor and interface together is highlighted in the dendrogram (red). **c** Volcano plot of differentially expressed genes between the interface cluster versus the muscle and tumor clusters. *p*-values were obtained from the Wilcoxon’s rank sum test (two-sided). **d** Non-negative matrix factorization (NMF) of the microenvironment spots (muscle and interface clusters). Shown are the standardized factor scores for interface-specific NMF factor 7, projected onto microenvironment spots. Arrows denote areas with higher factor scores. **e** Enriched GO terms for the top 150 scoring genes in NMF factor 7.

We next sought to identify genes that may differentiate the interface from muscle (to which it is most similar histologically) and from tumor (to which it is most similar transcriptionally) (see “Methods” section). We found a number of genes that were upregulated specifically in the interface cluster relative to both tumor and muscle, including, interestingly, a number of uncharacterized genes, genes related to increased transcriptional/translational activity (*atf3*, *eif3ea*, and ribosomal genes), and genes related to the microtubule cytoskeleton (*tuba1a* and *tuba1c*) (Fig. 2c and Supplementary Data). The upregulation of most of these genes was subtle (though statistically significant; Supplementary Data), which may be due to the somewhat lower cellular resolution of the Visium technology and number of UMIs detected per spot (note: to address this, we further compare the magnitude of changes for these genes in our single cell datasets below). To identify gene expression programs that are enriched specifically at the interface and provide further evidence for the interface as a transcriptionally distinct tissue region, we performed non-negative matrix factorization (NMF) on all microenvironment spots (including both interface and muscle clusters) across all samples (see “Methods” section). When we projected the NMF factor scores onto each spot, we found that some factors were enriched across all three samples (e.g., factor 2, Supplementary Fig. 4), whereas some were only enriched in one or two of the samples (e.g., factors 4, 11, Supplementary Fig. 4). These differences may be due to different tissue types present across the three samples. Notably, we also found that multiple factors were specifically enriched at the interface between the tumor and the microenvironment (factors 7 and 8; Fig. 2d and Supplementary Fig. 4). To investigate the biology underlying the genes contributing to each factor, we looked for significantly enriched GO terms among the top 150 genes contributing to each factor (Fig. 2e and Supplementary Fig. 4). This revealed several factors enriched in muscle-specific genes, as expected (Supplementary Fig. 4), and that the interface factors were enriched in genes functioning in biological processes including membrane-bound organelles, protein targeting to organelles and the membrane, and DNA replication (Fig. 2e and Supplementary Fig. 4). This result suggests a high degree of biological activity within the interface region, with a potential role for membrane-bound organelles in signaling within this region (the role of such organelles is discussed below). Together, these data uncover a unique “interface” region bordering the tumor, which histologically resembles the microenvironment, transcriptionally resembles tumor, but expresses distinct gene modules that may contribute to tumor–microenvironment cell interactions.

### The tumor–microenvironment interface is composed of specialized cell states

Our SRT results so far detail a transcriptionally distinct “interface” region where tumors contact the microenvironment. However, spatially resolved transcriptomics data is limited in resolution by the diameter of each spot on the Visium array (55 µm with current technology). Thus, each array spot probably captures transcripts from multiple cells. 

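Tumor and surrounding tissue of 2 adult zebrafish, samples E and F, were dissociated, and sorted GFP-positive and GFP-negative cells were encapsulated in droplets for sequencing. For each fish, the authors deposited the raw UMI counts of every gene in each barcode that Cell Ranger had called a cell, without normalization. A UMI marks 1 captured transcript. The counts were made on a zebrafish reference with human BRAF and EGFP added, and the files list genes by Ensembl identifier and symbol. Sample E held 33314558 UMIs in 1911 barcodes, and sample F held 14364782 UMIs in 1085 barcodes. Barcodes with fewer than 200 genes (115 in E and 66 in F) or more than 20% mitochondrial UMIs (16 and 17) were left out, which kept 1780 and 1002 cells. These cells were normalized with SCTransform, integrated on 3000 features and clustered on 15 principal components at a Louvain resolution of 0.8. Clusters were named from lists of marker genes. A cluster was called interface where the genes stra13, stmn1a, plk1, haus4, tpx2, cetn4, mis18a and knstrn were on average at least 2 log2 units above the median cluster, a threshold set after the scores had been seen. For comparisons, UMIs were summed over the cells of each class in each fish, for classes of at least 5 cells in that fish, so that each class has at most 2 samples and cells are not replicates. Genes were tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05, and lists of genes with limma's camera. Log2 fold changes are given relative to the median of all genes in the same comparison, while the test and the standard error are those of the fold change before that subtraction.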

As the interface region is, by nature, likely a mixture of tumor and microenvironment cells, we performed single-cell RNA-seq (scRNA-seq) on tumor and non-tumor cells from three adult zebrafish with large melanomas (Fig. 3a) in order to better define the cell states present in the interface. 

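Cells of sample E had a median of 16265 UMIs and 2145 genes, and cells of sample F a median of 8879 UMIs and 1703 genes. UMIs per cell ranged from 505 to 104866 in sample E and from 505 to 273642 in sample F. Fewer than 10000 UMIs were counted in 29.5% of the cells of sample E and in 53.1% of those of sample F, and between 1000 and 5000 genes in 78.9% and 73.2%. The median mitochondrial share of a cell's UMIs was 1.05% in sample E and 0.993% in sample F.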

We detected approximately 10,000–75,000 transcripts and 1000–5000 unique genes per cell (Supplementary Fig. 5a–c). As expected, our scRNA-seq data contained tumor cells as well as various non-tumor cell types, including erythrocytes, keratinocytes, and several types of immune cells (Fig. 3b). 

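Clustering gave 15 clusters. Those named tumor held 952 cells of sample E (53.5%, exact Clopper-Pearson 95% interval 51.1% to 55.8%) and 504 cells of sample F (50.3%, 47.2% to 53.4%). A UMI of the BRAF transgene was found in 95.1% of the tumor cells of sample E and in 92.1% of those of sample F, against 7.09% and 7.14% of erythrocytes, which are not part of the tumor. After every cell was thinned to 5000 UMIs, these shares were 93.5% and 93.0% in tumor cells and 2.94% and 8.33% in erythrocytes. The transgene did not part all classes: it was found in 62.6% of the cells with liver markers in sample E and 20.0% of those in sample F (54.6% and 28.6% after thinning), and in 4.49% to 15.3% of neutrophils, natural killer cells and macrophages. Median depths were 16089 and 10425 UMIs in tumor cells and 16886 and 23843.5 UMIs in erythrocytes of samples E and F. Erythrocytes numbered 268 in sample E (15.1%) and 14 in sample F (1.40%). Neutrophils numbered 138 and 156, natural killer cells 45 and 87, macrophages 59 and 71, and cells with liver markers 163 and 90. No cluster was named keratinocytes by the list used, but at a resolution of 1.6 a keratinocyte cluster held 13 cells of sample E and 18 of sample F. A marker was sought among the 200 leading genes of a cluster, a number chosen after the clusters had been seen. With the 25 leading genes first used, the tumor share was 46.8% in sample E and 36.7% in sample F. Clustering of log-normalized counts without integration placed 1.40% of the cells of sample E in the liver class in place of 9.16%.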

We did not identify a muscle cell cluster in our scRNA-seq dataset, likely because adult skeletal muscle is composed of multinucleated muscle fibers that cannot be isolated and encapsulated for droplet-based scRNA-seq.

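No cluster was named skeletal muscle or muscle satellite cells. Transcripts of a list of contractile genes came to 4.41 per 1000000 UMIs (CPM) in tumor cells of sample E and 3.78 CPM in those of sample F, and to at most 8.61 CPM in any class outside the interface, in neutrophils of sample F. These CPM are shares of a class's summed UMIs, and their exact Poisson intervals cover counting error only. For neutrophils of sample F the interval was 4.82 to 14.2 CPM. A list of muscle satellite cell genes was at 3.96 CPM in tumor cells of sample E and 49.0 CPM in those of sample F.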

**Fig. 3:**
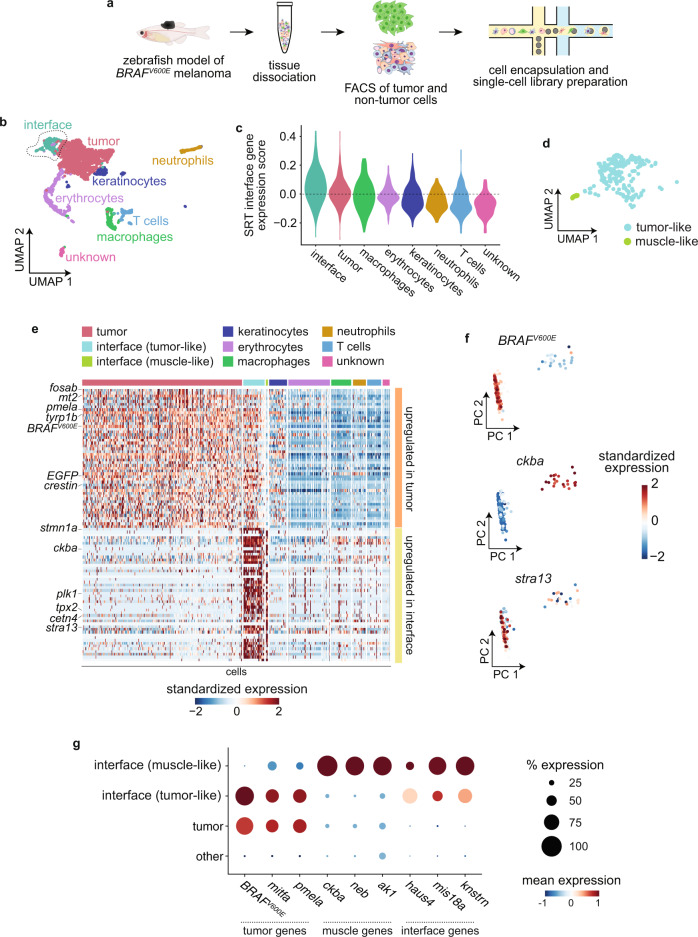
The tumor–microenvironment interface is composed of specialized tumor and muscle cells. **a** Schematic showing scRNA-seq experiment workflow. **b** UMAP dimensionality reduction plot for 2889 cells sequenced as in **a**. Cluster/cell type assignments are labeled and colored. **c** Expression score per cell (scRNA-seq) for average expression of interface marker genes from the SRT interface cluster. **d** Inset of the outlined interface cluster in **b** showing the two interface subclusters. **e** Heatmap showing expression of the top 50 genes upregulated in the tumor cell cluster (top, orange) and interface cell cluster (bottom, yellow). Selected genes are labeled. **f** Principal component analysis of cells in the interface cluster, scored for expression of the tumor marker *BRAF*^*V600E*^, the muscle marker *ckba*, and the centromere gene *stra13*. Scores for principal components 1 and 2 are plotted. Cells are labeled by standardized expression of the indicated genes. **g** Dot plot showing expression of tumor and muscle markers. The size of each dot corresponds to the percentage of cells in that cluster expressing the indicated gene, and the color of each dot indicates the expression level.

Consistent with our SRT results, clustering of our scRNA-seq data revealed a distinct “interface” cell cluster (Fig. 3b–d), which we identified based on the fact that cells in this cluster significantly upregulated the same genes that were upregulated in our SRT interface cluster (*p* = 1.83 × 10^−26^; Fig. 3c). 

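Of the 15 clusters, the pair called interface had the highest scores for the 8 marker genes, 3.25 and 2.47 log2 units above the median cluster. The next were a cluster of erythrocytes at 1.36 and one of neutrophils at 0.988. A different set of genes, from the paper's Supplementary Data table, was tested on these clusters. That table lists 264 genes of which 252 are higher in the SRT interface than elsewhere and above both tumor and muscle, and holds none of the 8 marker genes. A list of all genes raised in the SRT interface was not used here. Of the 252, 249 were found by symbol. In the tumor-like interface against tumor cells, their median log2 fold change was -0.58 (adjusted p = 1.88e-11, limma camera with Benjamini-Hochberg adjustment over 6 list tests), and 32 of 249 genes had a fold change above 0. In the muscle-like interface, which entered from sample F alone, it was -2.56 (adjusted p = 7.74e-16, limma camera with Benjamini-Hochberg adjustment). Both calls hold under fry and under camera with an estimated correlation. In the tumor-like interface the median was -0.88 without sample E and -0.11 without sample F. As CPM ratios before the subtraction, these medians were 0.053 and -0.023, where those of all genes were 0.930 and 0.0878. The lower values in single fish thus rest mostly on that subtraction. Gene by gene, edgeR called none of the 249 in the tumor-like interface, also when adjusted over the list alone, and DESeq2 called none. With the fish as a block, edgeR called 1 lower. Without a filter on low counts it called 1 higher and 5 lower of 251, and with log-normalized counts 4 higher and 0 lower. In the fit without the block, it called 2 higher and 102 lower in the muscle-like interface, and 6 higher and 124 lower when adjusted over the list alone. Between the whole interface and all other cells, edgeR called 0 genes higher and 20 lower of 12984, with 1702 at an unadjusted p under 0.05. With the fish as a block it called 779 higher and 722 lower, and DESeq2 called 661 higher and 397 lower. Among the 20 were apoa1b (log2 fold change -7.62, standard error 0.939) and si:dkey-203a12.6 (-9.67, standard error 1.13), both with an adjusted p of 0.0498 from edgeR with Benjamini-Hochberg adjustment and lower in both fish.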

The distinct clustering of the interface population was not due to the presence of a significant number of cell doublets within this cluster (Supplementary Fig. 5g). 

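Doublets were called with scrublet, which scores each cell against pairs of cells added together, at its automatic threshold. It called 2 cells of sample E (0.112%) and 5 cells of sample F (0.499%). None of the 155 interface cells of sample E was called (exact 95% upper limit 2.35%), nor any of the 80 of sample F (upper limit 4.51%). With the top 5% of scores called in its place, the shares were 8.39% and 16.25%. Removing the called cells left 35 of the 50 genes called higher in the tumor-like interface than in tumor cells.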

Strikingly, UMAP and principal component analysis of the interface cluster revealed two distinct cell populations (Fig. 3d–f), one expressing tumor markers such as *BRAF*^*V600E*^ and the other expressing muscle genes such as *ckba*, with other genes such as the centromere gene *stra13* upregulated in both populations (Fig. 3e, f). This result suggests that the transcriptionally distinct “interface” region we identified in our SRT data is actually composed of at least two similar, but distinct cell states: a “tumor-like interface” and a “muscle-like interface”. 

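The pair of interface clusters was parted by markers: on average the tumor markers BRAF, mitfa and pmela were 2.68 log2 units above the median cluster in one and 0.0749 in the other, and the muscle markers ckba, neb and ak1 were 0.361 and 5.29 above it. Since these genes define the classes, called tumor-like and muscle-like interface as in the paper, their levels are no test of them. By the lists of cell types alone, the tumor-like cluster would be named exocrine pancreas, with prss59.1, try, ctrb1 and prss59.2 among its leading genes, and the muscle-like cluster spermatids. The pancreas transcripts came from sample F, where the list was at 6619.5 CPM in the tumor-like interface, against 2.42 CPM in sample E. The BRAF transgene was at 1429 CPM in the tumor-like interface of sample E and 383 CPM in that of sample F, and at 675 CPM and 0 of 112781 UMIs in the muscle-like interface. The 29 UMIs behind the 675 CPM all came from 1 of the 4 muscle-like cells of sample E. ckba was at 6.78 and 98.6 CPM in the tumor-like and at 3608 and 6668 CPM in the muscle-like interface of samples E and F. All 23 cells of the muscle-like interface also held at least 2 UMIs of a list of germ cell genes. Against tumor cells, edgeR called 50 of 13742 genes higher in the tumor-like interface and 0 lower, with 1212 at an unadjusted p under 0.05, and all 50 were higher in both fish. DESeq2 called 218 higher and 4 lower. With the fish as a block, edgeR called 271 higher and 9 lower, the 50 among them. When the listed marker genes were left out of the clustering, none passed the threshold, with 1166 at an unadjusted p under 0.05. Those with the largest changes were si:dkey-261m9.11, esco2, fbxo5, ncaph and kif11. For kif11 the log2 fold change was 6.50 (standard error 1.09, adjusted p = 0.0391, edgeR with Benjamini-Hochberg adjustment), from 0.509 and 0.354 CPM in tumor cells to 57.6 and 85.2 CPM in the tumor-like interface of samples E and F. Against tumor cells, edgeR called 996 genes higher and 1576 lower in the muscle-like interface, with 4753 at an unadjusted p under 0.05. The balance depends on scaling and clustering: DESeq2 called 1181 higher and 706 lower, and with log-normalized counts edgeR called 1321 and 714. This class had too few cells in sample E, so its single sum was taken to vary like those of the other classes, and the median of all genes was shifted by -1.92 in this comparison. Among the genes called higher, cfap77 was at 768 and 1561 CPM in samples E and F, against 0 UMIs in the tumor cells of either, and tekt1 was at 1782 CPM in sample F with 1 UMI in its tumor cells. From these populations, the paper proposes that the interface of the SRT holds at least a pair of similar but distinct cell states.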

The interface region may not be limited to only tumor-like and muscle-like cell states; however, since zebrafish melanomas frequently invade into muscle, this likely contributes to the presence of muscle-like interface cells in our data.

Based on this, we separated the interface cluster into two subclusters, and confirmed that the two subclusters express anti-correlated levels of tumor markers such as *BRAF*^*V600E*^, *mitfa*, and *pmela*, and muscle markers such as *ckba*, *neb*, and *ak1* (Fig. 3f). 

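The other genes that define the interface classes were counted as follows. mitfa was at 284 and 88.1 CPM in the tumor-like interface of samples E and F and at 139.7 and 8.87 CPM in the muscle-like interface, where the last value is a single UMI. pmela was at 716.5 and 481 CPM in the tumor-like and at 279 CPM and 0 UMIs in the muscle-like interface. neb was at 0.969 and 12.4 CPM in the tumor-like and at 46.6 and 115 CPM in the muscle-like interface, from 2 and 13 UMIs. ak1 was at 27.4 and 51.7 CPM against 512 and 1037 CPM. Between the muscle-like and the tumor-like interface, edgeR called 422 genes higher and 768 lower, after a shift of -1.98 in the median of all genes. DESeq2, whose size factors leave a shift of -0.22, called 673 higher and 415 lower. Of the genes edgeR called, those with the largest changes in favor of the muscle-like interface included si:dkey-58j15.10 and ccdc105, and those in favor of the tumor-like interface included tspan36 and npm1a.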

A common set of genes, including many genes related to the microtubule cytoskeleton and cell proliferation such as *stra13*, *stmn1a*, *plk1*, and *haus4*, were upregulated in both subclusters (Fig. 3d–f). Both the tumor-like and muscle-like interface cell states were present in both scRNA-seq samples (Supplementary Fig. 5c–f). 

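These 4 genes are among the markers by which interface clusters were found. stra13 was at 164 and 150.3 CPM in the tumor-like interface of samples E and F, at 186 and 337 CPM in the muscle-like interface, and at 21.6 and 15.3 CPM in tumor cells. plk1 was at 117 and 224 CPM, at 605 and 993 CPM, and at 3.39 and 1.65 CPM in the same order, and haus4 at 61.7 and 55.5, 69.8 and 97.5, and 1.75 and 0.590 CPM. For stmn1a (ENSDARG00000004169) the tumor-like interface had 602 and 879 CPM against 22.3 and 18.9 CPM in tumor cells. The muscle-like interface had 0 of 42958 UMIs in sample E, which allows up to 85.9 CPM, and 1 of 112781 UMIs in sample F (8.87 CPM, exact Poisson 95% interval 0.224 to 49.4). Against tumor cells, the log2 fold change of stmn1a was 4.45 in the tumor-like interface (standard error 0.719, adjusted p = 0.0391) and -1.19 in the muscle-like interface (standard error 1.24, adjusted p = 0.0970, both edgeR with Benjamini-Hochberg adjustment).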

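The tumor-like interface held 151 of the 1780 cells of sample E (8.48%, exact Clopper-Pearson 95% interval 7.23% to 9.88%) and 61 of the 1002 cells of sample F (6.09%, 4.69% to 7.75%). The muscle-like interface held 4 cells of sample E (0.225%, 0.0613% to 0.574%) and 19 of sample F (1.90%, 1.15% to 2.95%). These intervals cover counting error only. They overlap between the fish for the tumor-like but not for the muscle-like interface. Without integration, log-normalized counts placed 6.69% of the cells of sample F in the muscle-like and 2.40% in the tumor-like interface.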

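The muscle-like interface cells had a median of 7732 UMIs in sample E and 6955 UMIs in sample F. Contractile genes came to 2 of their 42958 UMIs in sample E (46.6 CPM, exact Poisson 95% interval 5.64 to 168) and to 15 of 112781 UMIs in sample F (133 CPM, 74.4 to 219). Of these, 2 in sample E and 13 in sample F were UMIs of neb. Since neb is among the genes that define the class, this level is no test of muscle identity. No UMI of the list of muscle satellite cell genes was found in the muscle-like interface cells, which allows at most 32.7 CPM in sample F. In the tumor-like interface contractile genes were at 3.63 CPM in sample E and 71.8 CPM in sample F.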

The presence of putative “muscle” cells in the interface is particularly notable, in light of the fact that adult skeletal muscle is composed of multinucleated muscle fibers that we were unable to isolate in our scRNA-seq workflow due to their size, evidenced by the lack of a muscle cell cluster in our dataset (Fig. 3b). This could suggest the presence of mono-nucleated muscle cells, or a hybrid tumor-muscle cell state at the invasive front. Previous work suggests that tumor and immune cells can fuse to create a hybrid cell state that contributes to tumor heterogeneity and metastasis^18^, although tumor-muscle cell fusion has not yet been reported. Together, these data suggest that the interface region is composed of specialized tumor-like and microenvironment-like cell states.

### Interface cell states are distinct from neighboring tissues

Our results so far indicate that we have uncovered an “interface” cell state localized to where the tumor contacts neighboring tissues. However, our scRNA-seq dataset does not contain a muscle cell cluster due to the fact that muscle fibers cannot be encapsulated for scRNA-seq. This makes it difficult to assess whether the specialized muscle cell state found in the interface is truly distinct from muscle that is not in proximity to the tumor. Thus, to effectively compare the interface cell state(s) to other microenvironment cell types/states that cannot be captured with scRNA-seq, we validated our scRNA-seq results by performing single-nucleus RNA-seq (snRNA-seq) on nuclei extracted from three adult zebrafish, all with large transgenic melanomas. 

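Nuclei of 3 fish were pooled into 1 droplet reaction and read as a single library. Hashtags give the fish of most nuclei, but no test across the fish was made, and classes are described over all of them. The authors deposited raw UMI counts of each gene for every barcode, before nuclei were called. The library held 115656723 UMIs in all, and the same counts include 6 hashtags, antibody tags for the 3 fish and their GFP-positive and GFP-negative nuclei. Barcodes with at least 500 UMIs and at least 200 genes, fewer than 1000000 UMIs and at most 20% mitochondrial UMIs were taken as nuclei, 13380 in all. Doublets called by scrublet (259) and an erythrocyte cluster were removed. Nuclei were clustered on 3000 variable features and 15 principal components at a resolution of 0.8, and interface nuclei were clustered again at 0.4. Values are CPM over the summed UMIs of a class, with exact Poisson intervals that cover counting error only, and no p-value is given. Barcodes with 1 to 50 UMIs, which hold RNA free in the suspension, gave 2738617 UMIs, and the level of a gene in this free RNA is given beside values it could reach.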

Although snRNA-seq captures only nascent transcripts in the nucleus, which contains only 10–20% of the cell’s mRNA^19^, scRNA-seq, and snRNA-seq typically recover the same cell states/types, albeit sometimes in different proportions^20^. After quality control and filtering, our dataset encompassed transcriptomes for 10,527 individual nuclei (Fig. 4a). 

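After doublets and erythrocytes were removed, 12887 nuclei were kept. The count followed the minimum number of UMIs: 6950 nuclei were kept with at least 2000 UMIs, and 811 with the order-of-magnitude rule of Cell Ranger, which set the minimum at 16191 UMIs here. A single hashtag was assigned to 72.3% of the 13380 nuclei.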

We detected an average of 3800 UMIs and 1350 unique genes per nucleus (Supplementary Fig. 6a, b). 

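The nuclei kept had a mean of 7879 UMIs and a median of 2138 UMIs, with a mean of 1572 and a median of 1045 genes. With at least 2000 UMIs required, the mean was 13592 UMIs and the median 3896.5.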

Overall gene expression was lower in our snRNA-seq dataset compared to our scRNA-seq dataset, likely due to the relatively low number of transcripts found in the nucleus in general (Supplementary Fig. 6c). 

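Nuclei of the tumor class had a median of 2251.5 UMIs and 1247.5 genes, against a median of 2329 genes in tumor cells of sample E and 1792.5 in those of sample F in the scRNA-seq.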

Dimensionality reduction and clustering revealed 12 distinct clusters encompassing tumor and non-tumor cell types, including muscle, keratinocytes, liver, and various immune cells (Fig. 4a). 

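Clustering gave 26 clusters, and 21 at a resolution of 0.4. Liver nuclei were the largest class with 2694 nuclei (20.9%, exact Clopper-Pearson 95% interval 20.2% to 21.6%), followed by tumor with 2158 (16.7%, 16.1% to 17.4%). Keratinocytes numbered 1247 nuclei, intestine 1092, neutrophils 856, T cells 627, muscle 539, macrophages 508, fibroblasts 489, exocrine pancreas 312, endothelial cells 281 and nervous system 238. A cluster of 162 nuclei stayed unnamed. By their hashtags, 1255 of the tumor nuclei came from fish 1, 79 from fish 2 and 456 from fish 3.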

We also identified an “interface” cluster in our snRNA-seq dataset (Fig. 4a). We identified the interface cluster based on the fact that nuclei in this cluster strongly upregulated genes that were strongly upregulated in the interface cluster in our scRNA-seq dataset, including *stmn1a* (Figs. 3d and 4b), *stra13* (Figs. 3e and 4b), *plk1* (Figs. 3e and 4b), and *haus4* (Figs. 3f and 4b), and that the interface cluster from our snRNA-seq dataset clustered with the interface cluster from our scRNA-seq dataset when the two datasets were integrated^17,21^ (Fig. 4c).

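The same 8 marker genes as for cells placed 4 clusters of nuclei in the interface, at scores of 2.69, 2.61, 2.47 and 1.32 log2 units above the median cluster. The next highest cluster was that of erythrocytes at 0.564, and the threshold of 1 was set after these scores had been seen. stmn1a was at 1315 CPM in interface nuclei and 72.6 CPM in all other nuclei, stra13 at 222 and 17.0 CPM, plk1 at 367 and 26.1 CPM, and haus4 at 93.6 and 4.73 CPM. In free RNA these genes were at 598, 133, 201 and 48.9 CPM. The interface values pool all interface nuclei, which are split into classes below. Integration with the scRNA-seq was not repeated here.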

**Fig. 4:**
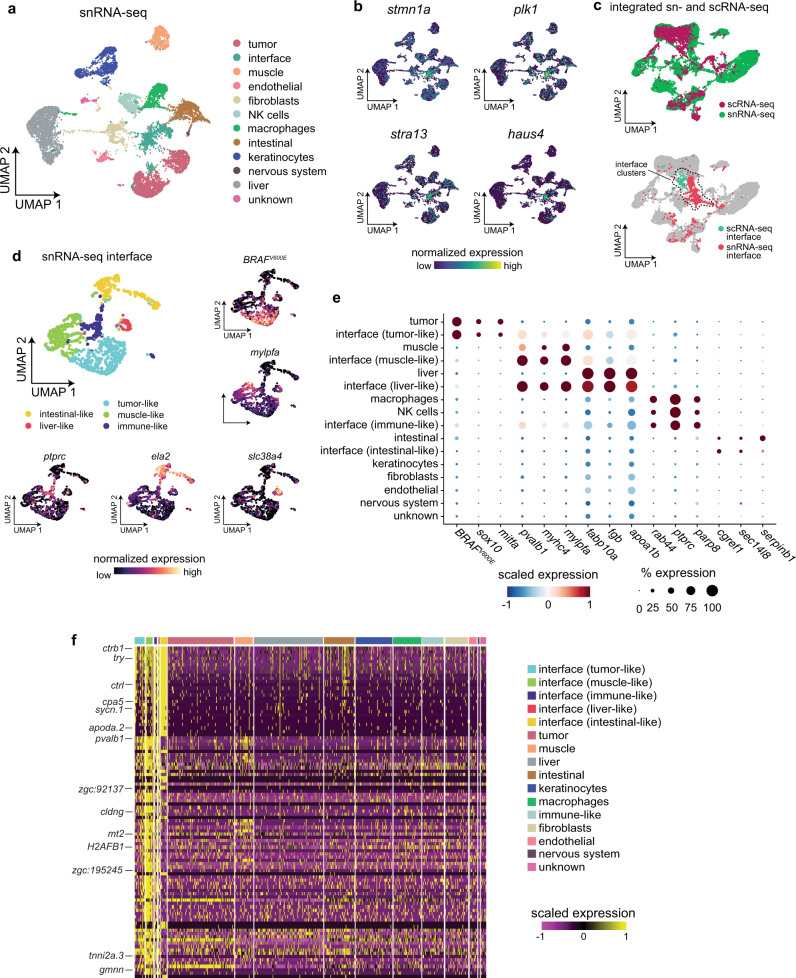
Single-nucleus RNA-seq demonstrates that the interface cell states are distinct from the rest of the microenvironment. **a** snRNA-seq cluster assignments plotted in UMAP space. **b** Expression of marker genes from the scRNA-seq interface cluster in the snRNA-seq dataset. **c** Integrated UMAP of the snRNA-seq and scRNA-seq datasets (labeled, top plot) showing colocalization of the two interface clusters (bottom plot). **d** Subcluster assignments and expression of marker genes from the snRNA-seq interface cluster. **e** Dotplot showing expression of microenvironment cell-type specific genes within the interface subclusters. **f** Heatmap showing expression of the top 100 genes upregulated across all of the interface subclusters.

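Clustered by themselves, the interface nuclei formed 8 subclusters, and 7 where at least 2000 UMIs were required. By lists of marker genes, 758 nuclei in 4 subclusters were named for oocyte genes, 624 in a pair of subclusters for muscle, 232 for tumor and 70 for liver. The oocyte name was given only where no other list passed, and the exocrine pancreas list could name none. Oocyte list genes were also at 6138 CPM in muscle-named and 4001 CPM in tumor-named interface nuclei, against 667 CPM in muscle and 536 CPM in tumor nuclei. In free RNA they were at 6870 CPM. Each share of the 12887 nuclei and its exact Clopper-Pearson 95% interval was 5.88% (5.48% to 6.30%) for oocyte genes, 4.84% (4.48% to 5.23%) for muscle, 1.80% (1.58% to 2.04%) for tumor and 0.543% (0.424% to 0.686%) for liver. These classes held 6.02e+07, 3.08e+06, 1.27e+06 and 1.43e+06 UMIs in the same order. Values pooled over interface nuclei thus mainly describe those with oocyte genes. The 8 markers together were at 2487, 1285, 695 and 1250 CPM in the same order, against 1174 CPM in free RNA.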

To interrogate the types of nuclei present in the interface cluster in our snRNA-seq dataset, we performed dimensionality reduction and clustering on the nuclei from the interface cluster, which identified five discrete subclusters (Fig. 4d). 

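Within the interface nuclei, those named tumor held the BRAF transgene (BRAFhuman in the reference) at 1199 CPM (exact Poisson 95% interval 1139 to 1261), against 1233 CPM in nuclei of the tumor class and 219.8 CPM in free RNA. Those named muscle held contractile genes at 18131 CPM, against 30479.7 CPM in nuclei of the muscle class and 2754 CPM in free RNA. By hashtag, 171 of the tumor-named interface nuclei came from fish 1, 0 from fish 2 and 8 from fish 3, and 35, 264 and 173 of the muscle-named ones. Free RNA of other tissues was sizable in both. The tissue list that allows the least leaves a share of free RNA of at most 52.0% in the tumor-named and 82.3% in the muscle-named interface nuclei, against 7.80% in tumor and 9.71% in muscle nuclei.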

Similar to our scRNA-seq dataset, within the interface cluster in our snRNA-seq dataset we identified subclusters of nuclei that upregulated tumor-specific or muscle-specific genes (Fig. 4d, e). The interface cluster in our snRNA-seq dataset also contained other subclusters that did not express tumor-specific or muscle-specific genes. 

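The interface nuclei with oocyte genes held a list of tumor markers at 42.5 CPM (exact Poisson 95% interval 40.9 to 44.2) and contractile genes at 153 CPM (149.9 to 156), which is 6.92% and 5.56% of the level in free RNA. They had a median of 60989.5 UMIs and 8080.0 genes. By hashtag, 124 came from fish 1, 314 from fish 2 and 11 from fish 3.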

Nuclei in these subclusters expressed genes related to other cell types in our snRNA-seq dataset, including immune cells (*ctss2.1*), liver (*fabp10a*), and digestive system (*ela2*) (Fig. 4d, e). This is in line with recent work showing that melanomas can reprogram microenvironmental cells such as liver cells even when not in physical contact^8^. However, similar to our scRNA-seq and SRT datasets, there were many genes that were specifically upregulated across the interface subclusters that were not upregulated in any other cell type in the snRNA-seq dataset, further suggesting that the “interface” cell state is a distinct transcriptional entity (Fig. 4f).

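ctss2.1 was at 1907 CPM in the interface nuclei with oocyte genes, 966 CPM in those named liver, 896 CPM in those named muscle and 431 CPM in those named tumor, against 458 CPM in macrophages and 767 CPM in free RNA. fabp10a was at 3328 CPM in the liver-named interface nuclei, 2237 CPM in the tumor-named and 1740.3 CPM in the muscle-named, against 9775 CPM in liver nuclei and 2250.0 CPM in free RNA. ela2 was at 270.3 CPM in the muscle-named, 147 CPM in the liver-named and 107 CPM in the tumor-named interface nuclei, against 7501 CPM in exocrine pancreas and 286 CPM in free RNA. In the nuclei with oocyte genes, fabp10a was at 47.3 CPM and ela2 at 10.0 CPM. No interface subcluster was named for an immune cell type.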

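A gene was counted as higher only in the interface where its CPM was at least 1.5 times that of every class outside it, with at least 50 UMIs in interface nuclei. This held for 3790 genes in the nuclei with oocyte genes, 2130 in those named muscle, 1435 in those named liver and 687 in those named tumor. For 660 genes it held in all 4 classes, and 658 of them (99.7%) had their highest CPM in the nuclei with oocyte genes. From such genes, the paper proposes that the interface state is a transcriptional entity of its own.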

Although our snRNA-seq analysis workflow includes multiple processing steps to exclude doublets, including filtering steps based on the number of UMIs per nucleus and removing possible doublets identified by DoubletFinder^22^ (see “Methods” section), to further interrogate whether these tumor-like and microenvironment-like interface nuclei could be attributed to doublets with the corresponding cell type, we quantified the number of UMIs/genes expressed by interface cells/nuclei relative to other cells/nuclei in the dataset. 

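In the scRNA-seq, tumor-like interface cells had a median of 27296 UMIs in sample E, 1.70 times that of tumor cells, and 9757 UMIs in sample F, 0.936 times that of tumor cells. In the snRNA-seq, the median was 3338 UMIs in tumor-named interface nuclei, 2042 UMIs in muscle-named ones against 1692 in muscle nuclei, and 11773.5 UMIs in liver-named ones against 2884 in liver nuclei. Hashtags give a further count. Several hashtags were found in 48.6% of the liver-named (exact Clopper-Pearson 95% interval 36.4% to 60.8%), 15.1% of the tumor-named and 13.8% of the muscle-named interface nuclei, against 10.1% of liver, 12.5% of tumor and 11.3% of muscle nuclei.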

The results were inconclusive: in some cases we quantified significantly more UMIs/genes in interface cells, in some cases we quantified significantly less UMIs/genes in interface cells, but in other cases there was no significant difference (Supplementary Figs. 5b–e and 6b). Thus, to further investigate the presence of doublets in the interface, we calculated the degree of overlap between genes expressed by the tumor/microenvironment nuclei and genes expressed by the corresponding interface nuclei (Supplementary Fig. 7). Although the tumor-like and microenvironment-like interface clusters expressed some tumor-specific and microenvironment-specific genes, as expected (Fig. 4e and Supplementary Figs. 7–8), in most cases there was not a significant degree of overlap between all genes upregulated between both cell states (Supplementary Figs. 7–8), suggesting that these interface cell states are not caused by doublets. 

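Genes higher in the interface nuclei of a type were compared with those higher in its counterpart outside the interface, by a minimum of 1.5 times the CPM of all nuclei outside the class in question. Of 626 genes in the tumor-named interface nuclei, 413 (66.0%) were also among the 5638 of the tumor class, and 151 (24.1%) among the 2262 of the muscle class. Of 348 genes in the muscle-named interface nuclei, 120 (34.5%) were shared with the muscle class and 125 (35.9%) with the tumor class. In the liver-named interface nuclei, 325 of 357 genes (91.0%) were shared with the liver class. The paper reasons from its own overlaps, most of which it found not significant, and proposes that the interface states do not arise from doublets.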

We did observe some overlap between all genes expressed by NK cells and macrophages relative to the immune-like interface cells, suggesting that some doublets could be present within the immune-like interface cluster. Notably, tumor-immune cell fusion has been reported in melanoma^18^. Determining whether these potential doublets result from technical or biological reasons will be an important area of future study.

Since our snRNA-seq dataset contained more cells/nuclei and a greater breadth of cell types than our scRNA-seq dataset, we integrated our snRNA-seq data with our Visium SRT data using our recently developed multimodal intersection analysis (MIA) method^15^ to confirm the presence of tumor-like and microenvironment-like cell states within the interface region (see “Methods” section; Supplementary Fig. 9). Notably, our MIA results suggested that the interface regions in our SRT dataset were enriched in cell types including muscle, macrophages, and tumor, in line with our scRNA-seq and snRNA-seq results (Supplementary Fig. 9). The cluster that was most significantly enriched in the interface region was the muscle-like interface cell state (Supplementary Fig. 9), in accordance with the histology of our SRT samples that showed that the interface region closely resembles the surrounding muscle (Fig. 2a). Together, these results suggest that the interface is composed of tumor and microenvironment cells which upregulate a common gene program that may contribute to tumor–microenvironment cell interactions at the tumor boundary.

As our SRT results suggest that the interface cell state may be modulated by direct cell–cell interactions between tumor and microenvironment cells, we used NicheNet^23^ to computationally infer interactions between interface cells and the rest of the cells in our snRNA-seq dataset by identifying potential ligands expressed by interface cells and receptors and target genes in the other cell types (Supplementary Fig. 10a–c). As the NicheNet model is currently designed to work with human genes, we performed this analysis with the human orthologs of the zebrafish genes in our dataset (see “Methods” section). The top ligand predicted to be active in interface nuclei was *HMGB2* (Supplementary Fig. 10a), of which there are two zebrafish orthologs: *hmgb2a* and *hmgb2b*. These genes were highly expressed in the interface clusters across our snRNA-seq, scRNA-seq, and SRT datasets (Supplementary Fig. 10d). 

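In the scRNA-seq, hmgb2a was at 1275 and 912 CPM in interface cells of samples E and F and at 253 and 370.3 CPM in all other cells, and hmgb2b at 991 and 2059 CPM against 152 and 202 CPM. The log2 fold change was 1.39 for hmgb2a (standard error 0.808, adjusted p = 0.654) and 2.43 for hmgb2b (standard error 0.741, adjusted p = 0.200, both edgeR with Benjamini-Hochberg adjustment). Both genes were higher in 2 of 2 fish and neither passed the threshold. For hmgb2b the adjusted p was 0.0113 with the fish as a block (edgeR with Benjamini-Hochberg adjustment) and 0.00511 in DESeq2, and up to 0.469 under other alternatives. For hmgb2a the alternatives gave 0.419 to 0.856. In the snRNA-seq, hmgb2a was at 984 CPM in interface nuclei and 111 CPM in all other nuclei, and hmgb2b at 707 and 96.6 CPM. Their levels in free RNA were 433 and 333 CPM. The highest of the interface classes was that with oocyte genes, at 1028 and 739 CPM.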

Interestingly, *HMGB2* expression has been reported to be correlated with tumor aggressiveness^24,25^. The predicted receptors for *HMGB2* were *AR*, *ITPR1*, and *CDH1* (fish orthologs: *ar*, *itpr1a*, *itpr1b*, *cdh1*) (Supplementary Fig. 10b). Of these potential receptors, *cdh1* was the most highly expressed in general across the three datasets (Supplementary Fig. 10e). *cdh1* was expressed in various microenvironment cell types, including intestinal cells, keratinocytes, and also in some interface cell states (Supplementary Fig. 10e). *cdh1* (E-cadherin) is a core component of adherens junctions along with α-catenin and β-catenin^26^. 

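In interface cells of the scRNA-seq, cdh1 (ENSDARG00000102750) was at 124 CPM in sample E and 129 CPM in sample F. The other predicted receptor genes ar, itpr1a and itpr1b were at 0 to 8.64 CPM there, with at most 10 UMIs each per fish. Interface and other cells differed in cdh1 by a log2 fold change of -0.53 (standard error 0.657, adjusted p = 0.845, edgeR with Benjamini-Hochberg adjustment). In the snRNA-seq, cdh1 was at 103 CPM in interface nuclei, at 113 CPM in free RNA and at 183 CPM in all other nuclei, with 857 CPM in keratinocytes and 408 CPM in intestine. ar was at 8.62 CPM in interface nuclei and 284 CPM in all other nuclei, where it was higher than cdh1. itpr1a was at 1.15 and 36.6 CPM, and itpr1b at 6.02 and 45.3 CPM.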

Interestingly, HMGB2 and β-catenin have been reported to cooperate to promote melanoma progression^27^. These data demonstrate one of likely many signaling interactions that occur between interface cells and other cells adjacent to the tumor. Taken together, our results suggest that we have identified a putative “interface” cell state in each of our SRT, scRNA-seq, and snRNA-seq datasets, composed of tumor and microenvironment cells which upregulate a common gene program that may contribute to tumor–microenvironment cell interactions at the tumor boundary.

### Cilia genes and pathways are upregulated at the interface

To gain further insight into the biological processes underlying the specialized “interface” region identified in our SRT and scRNA-seq data, we performed pre-ranked gene set enrichment analysis (GSEA), using differentially expressed genes in the scRNA-seq interface cluster, to identify conserved pathways that may be active in interface cells. We noticed that many cilia-related pathways were enriched in the combined interface cluster (Fig. 5a). This enrichment of cilia-related pathways occurred in both the muscle-like and tumor-like interface cell states (Fig. 5b). 

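A list of 164 cilia genes was written for this comparison, and 140 of them are in the scRNA-seq by symbol. The SYSCILIA list and the pathway sets of the paper were not used here. Between the whole interface and all other cells, 110 of the 114 list genes tested had a fold change above 0, with a median log2 fold change of 2.66 before subtraction. None of the 114 passed the threshold with adjustment over all 12984 genes by edgeR. With the fish as a block, edgeR called 59 higher and 1 lower over all genes, and DESeq2 called 49 higher and 0 lower. Adjusted over the list alone, edgeR without the block called 54 higher and 1 lower.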

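In the tumor-like interface against tumor cells, the 124 cilia list genes tested had a median log2 fold change of 1.21 (adjusted p = 1.63e-08, limma camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 6 list tests), and 108 of them a fold change above 0. That call rests on the preset correlation: the adjusted p was 0.185 under fry and 0.333 under camera with an estimated correlation. edgeR called 0 of the 124 genes, also when adjusted over the list alone, and DESeq2 called 0. With the fish as a block, edgeR called 1 higher, and without a filter on low counts it called 11 of 141 higher. The median was 1.19 without sample E and 0.25 without sample F, and -0.10 with log-normalized counts clustered without integration. In the muscle-like interface the median was 6.99 (adjusted p = 1.38e-40, camera with Benjamini-Hochberg adjustment), a call that also holds under fry (adjusted p = 8.91e-05) and an estimated correlation (adjusted p = 0.0312). On simulated counts of that comparison, camera on voom values also called a list that was not changed, while camera on log CPM did not, and on log CPM the adjusted p was 4.93e-37. Here edgeR called 83 cilia genes higher and 1, spag1a, lower, and 95 higher and 1 lower when adjusted over the list alone.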

Cilia-related GO terms were also enriched in the SRT interface (Fig. 5c), as were GO terms related to membrane-bound organelles in the genes contributing to NMF factor 7, which localized to the interface (Fig. 2d, e). When we calculated a list of common genes upregulated across the SRT, scRNA-seq, and snRNA-seq interface clusters, several cilia genes were present on this list including *ran, tubb4b, stmn1a*, and *tuba8l4* (Supplementary Fig. 11 and Supplementary Table 1). 

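The list of SRT genes is that of the paper's Supplementary Data table, which holds genes above both tumor and muscle and none of ran, tubb4b, stmn1a and tuba8l4. It is thus not the list of SRT genes that the paper intersected, which was not used here. In the snRNA-seq, 6858 genes had at least 1.5 times the CPM of all other nuclei, of which 80 are among the 252 SRT genes. Genes of ribosomal proteins were left out of these overlaps. edgeR called no gene higher in the whole interface of the scRNA-seq, so its genes leave no overlap to count. With the fish as a block, it called 778, of which 509 were shared with the snRNA-seq, 1 with the SRT and 0 with both. By fold alone, a rule added after seeing the data, psma6a and strap were shared. In interface and other cells, ran was at 1409 and 901 CPM in sample E and at 1049 and 762 CPM in sample F, tubb4b at 3213 and 1568 and at 2708 and 2166 CPM, and tuba8l4 at 1053 and 745 and at 926 and 715 CPM. After TMM scaling, their log2 fold changes were 0.07 for ran (standard error 0.850, adjusted p = 0.996), 0.20 for tubb4b (standard error 0.907, adjusted p = 0.991) and -0.08 for tuba8l4 (standard error 0.799, adjusted p = 0.983, all edgeR with Benjamini-Hochberg adjustment). Each changed sign when 1 of the fish was left out. stmn1a, one of the markers that define the class, had 4.13 (standard error 0.748, adjusted p = 0.0975, edgeR with Benjamini-Hochberg adjustment). In the snRNA-seq, interface nuclei had 5.98 times the CPM of other nuclei for tuba8l4 (95% interval 5.80 to 6.16). This interval is a normal approximation on the log ratio and covers counting error only.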

Several recent studies have implicated cilia in an important role in melanoma initiation and progression, although the mechanism by which cilia mediate melanoma progression is unclear^28–32^. 

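Summed over the cilia list, transcripts came to 871 CPM in the tumor-like interface of sample E (exact Poisson 95% interval 843 to 900.2) and 602 CPM in its tumor cells (591 to 614), and to 2401 CPM (2308 to 2496) and 765 CPM (747 to 784) in sample F. In sample F, the 44 of 61 tumor-like interface cells with at least 2 UMIs of germ cell genes held 3191 CPM of the cilia list without its germ cell genes, and the other 17 held 829 CPM (738 to 928). The muscle-like interface held 31100.1 CPM in sample E (29455 to 32814) and 54007 CPM in sample F (52659 to 55381). With genes at 0 UMIs in one class set to 3 UMIs, and before scaling, the median log2 ratio of list genes over both fish was 1.49 in the tumor-like interface, where that of all genes was 0.53, and 6.99 in the muscle-like interface, where that of all genes was 3.05.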

To further investigate a role for cilia at the tumor–microenvironment interface, we scored each cell from our scRNA-seq dataset for relative enrichment of cilia genes, using the “gold standard” SYSCILIA gene list^33^, and quantified a significant upregulation of cilia genes in both interface cell states in our scRNA-seq data, with a particularly strong upregulation in the muscle-like interface cluster (Fig. 5d). Although cilia genes generally were expressed at relatively low levels in our snRNA-seq dataset, in line with the overall lower expression of most genes in our snRNA-seq data relative to our scRNA-seq data (Supplementary Fig. 6c, d), the most highly upregulated cilia genes in the scRNA-seq interface cluster were also upregulated across the tumor-like and muscle-like cell states in the snRNA-seq interface cluster relative to the tumor and muscle clusters (Fig. 5e). Furthermore, we quantified a clear enrichment of cilia genes such as *ran*, *tubb4b, tuba4l*, and *gmnn* specifically in tumor-like and muscle-like interface cells in our snRNA-seq dataset, and, similar to our scRNA-seq results, all four genes were upregulated more highly in the muscle-like interface cluster than in any of the other interface clusters (Fig. 5f). Together, these results suggest a potential role for cilia at the tumor–microenvironment interface.

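The 20 cilia list genes with the largest increase in the scRNA-seq interface were followed in the snRNA-seq. In tumor-named interface nuclei 5 of them had enough UMIs, and 2 of these were higher than in tumor nuclei, with 18 UMIs against 119 in all. In muscle-named interface nuclei 12 of 13 were higher than in muscle nuclei, with 257 UMIs against 27. Over the whole cilia list, the median log2 ratio of CPM was -0.73 in tumor-named interface nuclei against tumor nuclei (counting interval -0.95 to -0.55, 31 of 105 genes higher), at percentile 1.13 of 10000 random lists matched on expression. It was 0.13 where at least 2000 UMIs were required, at percentile 95.65. With free RNA subtracted it was -1.01, at percentile 14.36, where the median of all genes was -0.84. Muscle-named interface nuclei against muscle nuclei had a median of 0.99 (0.83 to 1.24, 85 of 108 genes higher), at percentile 99.96, and of 0.72 at percentile 88.9 where at least 2000 UMIs were required. Since the fish contribute unequally to these classes, nuclei of a single fish were also compared, after the data had been seen. The cilia list was at -0.57 in tumor-named nuclei of fish 1 (percentile 1.93), and at 1.58 in muscle-named nuclei of fish 2 (percentile 97.65) and 2.12 in those of fish 3 (percentile 100). For comparison, over all fish the median of all genes was -0.41 in the first pair of classes and 0.26 in the second.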

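Against all other nuclei, interface nuclei had 5.20 times the CPM of ran (95% interval 5.06 to 5.35), 7.78 times that of tubb4b (7.58 to 7.98), 27.0 times that of tuba4l (25.8 to 28.2) and 31.0 times that of gmnn (29.7 to 32.4). These intervals are normal approximations on the log ratio and cover counting error only. ran was at 375 CPM in tumor-named, 504 CPM in muscle-named and 469 CPM in liver-named interface nuclei and at 839.6 CPM in those with oocyte genes. It was at 159 CPM in tumor and 100.2 CPM in muscle nuclei, and at 465 CPM in free RNA. In the same order of interface nuclei, tubb4b was at 639, 797, 752 and 1386 CPM, tuba4l at 416.5, 766, 773 and 1596 CPM, and gmnn at 443, 863, 961 and 1865.5 CPM. In free RNA these genes were at 815, 757 and 731 CPM.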

**Fig. 5:**
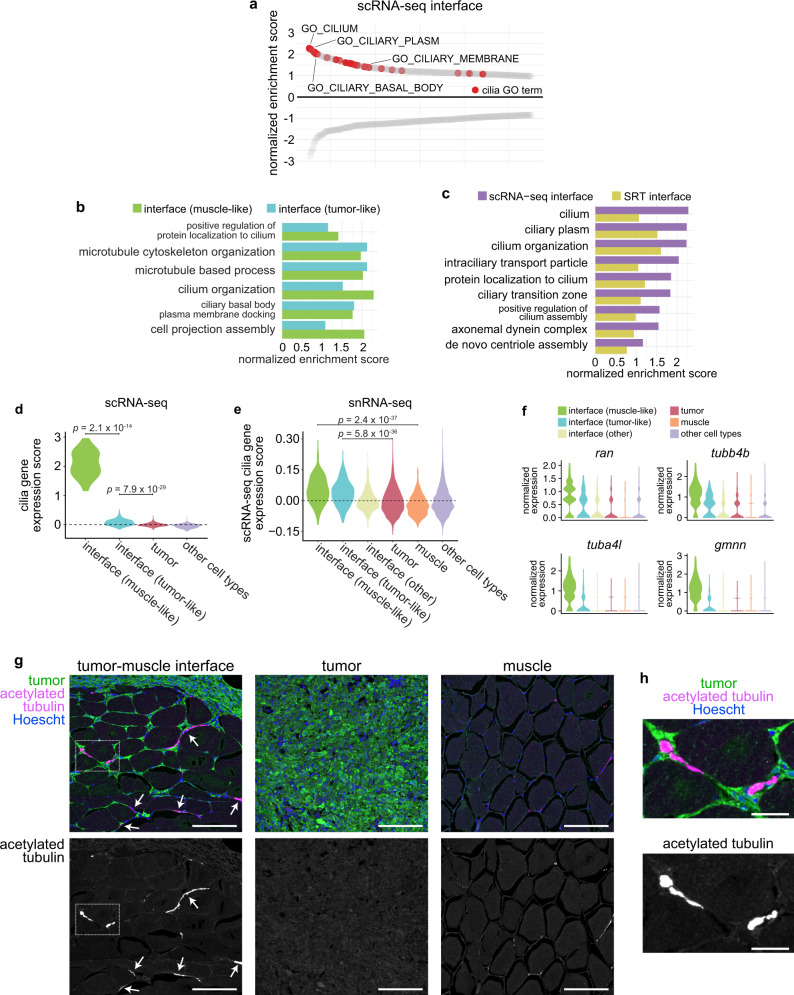
Cilia genes and proteins are enriched at the tumor–microenvironment interface. **a** Waterfall plot showing the top and bottom 250 GO cellular component terms by normalized enrichment score (NES) in the scRNA-seq interface cluster, with cilia GO terms labeled in red. **b** Cilia-related GO term enrichment scores within the tumor-like and muscle-like interface cell states from the scRNA-seq dataset. **c** Cilia-related GO term enrichment scores for the scRNA-seq and SRT interface clusters. **d** Relative expression of fish SYSCILIA genes in the scRNA-seq interface cluster. **e** Relative expression of the top 25 SYSCILIA genes upregulated in the scRNA-seq interface cluster across the snRNA-seq clusters. **d**, **e** *p*-values are noted (Wilcoxon rank sum test, two-sided, with Bonferroni’s correction). **f** Normalized expression of selected cilia genes across the snRNA-seq interface clusters. **g** Immunofluorescent images of sections through adult zebrafish with invasive melanomas, stained for GFP (tumor cells), acetylated tubulin (cilia), and Hoescht (nuclei), showing the tumor-muscle interface (left), center of the tumor (middle), and distant muscle (right). Arrows denote cilia at the interface. Scale bars, 100 µm. Images are representative from at least three independent experiments. **h** Inset of region highlighted in **g** (left). Scale bars, 25 µm.

### The tumor–microenvironment interface is ciliated

Interestingly, previous studies have shown that human and mouse melanomas are not ciliated, although they express cilia genes^28–32^. To reconcile these models, we stained sections through adult zebrafish with invasive *BRAF*^*V600E*^-driven melanomas for acetylated tubulin, a common cilia marker^30^. Strikingly, we found that although the bulk of the tumor was not ciliated as expected (Fig. 5g, center and Supplementary Fig. 12), there was a specific enrichment of cilia at the invasive front of the tumor, where it contacts the muscle. We observed long, acetylated tubulin-positive projections that were often found in the extracellular space spanning tumor and adjacent muscle cells (Fig. 5g, h left and Supplementary Fig. 12). These projections were not found in the bulk of the tumor (Fig. 5g, center and Supplementary Fig. 12) or in muscle that was not adjacent to the tumor (Fig. 5g, right and Supplementary Fig. 12). These structures did not resemble typical cilia, which we occasionally see on cultured zebrafish melanoma cells expressing a transgenic cilia reporter (Supplementary Fig. 13), as the acetylated tubulin-positive structures we see in vivo are longer and structurally distinct from typical cilia. Determining the nature and function of these structures will be an exciting area of future study. We could not conclusively determine whether these cilia originated in tumor cells, muscle cells or both cell types, another interesting topic that awaits further study. These data suggest that although the bulk of primary melanomas is not ciliated, cilia are enriched at the tumor–microenvironment interface, where they may facilitate growth of the tumor into surrounding tissues.

### ETS-family transcription factors regulate cilia gene expression at the interface

To identify potential regulators of gene expression within the interface, we performed HOMER motif analysis^34^ to identify conserved transcription factor (TF) binding motifs enriched in genes differentially expressed in the interface. When we performed de novo motif enrichment analysis on genes differentially expressed in the SRT interface compared to normal muscle, the top-ranked motif was the highly conserved ETS DNA-binding domain, containing a core GGAA/T sequence (*p* = 1 × 10^−22^; Fig. 6a). The ETS domain was also the top-ranked motif enriched in genes differentially expressed in the SRT interface compared to all other SRT spots (*p* = 1 × 10^−15^), and was the second-ranked motif enriched in genes differentially expressed in the interface cluster identified in our scRNA-seq dataset (*p* = 1 × 10^−13^; Fig. 6a) and in genes differentially expressed in our snRNA-seq interface cluster (*p* = 1 × 10^−13^; Fig. 6a). Furthermore, ETS motifs were frequently enriched in both the tumor-like and muscle-like interface subclusters in our scRNA-seq dataset, along with, notably, motifs for RFX-family transcription factors which regulate ciliogenesis^35^ (Fig. 6b). Although ETS-family transcription factors have not been widely studied in melanoma, they have been reported to function in melanoma invasion^36^ and phenotype switching^37^, and are aberrantly upregulated in many types of solid tumors^38^. Interestingly, zebrafish ETS-family transcription factors were downregulated in the interface in each of our scRNA-seq, snRNA-seq, and SRT datasets (Fig. 6c–e).

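A list of 32 ETS-family genes was written for this comparison, and 25 of them are in the scRNA-seq by symbol, of which 18 had enough counts to be tested. In the tumor-like interface against tumor cells, their median log2 fold change was 0.12, while the mean before subtraction was -0.01 and camera gave the direction as lower (adjusted p = 0.490, limma camera with Benjamini-Hochberg adjustment over 6 list tests). The median was 0.23 without sample E and -0.09 without sample F. With log-normalized counts edgeR called 4 of the 18 genes higher and 0 lower, and otherwise neither edgeR nor DESeq2 called any, apart from 1 lower without a filter on low counts. Summed over the list, transcripts came to 339 CPM in the tumor-like interface of sample E (exact Poisson 95% interval 322 to 358) and 355 CPM in its tumor cells, and to 502 CPM (459.7 to 547) and 467 CPM in sample F. In the muscle-like interface the median was -0.79 (adjusted p = 0.490, camera with Benjamini-Hochberg adjustment), and 22 UMIs of the list were found, 141 CPM (88.5 to 214), against 391 CPM (383 to 399) in tumor cells. edgeR called 4 of its members lower there, among them ets2, etv5a and etv5b, the same number when adjusted over the list alone. DESeq2 called 3 lower, with a median log2 fold change of 0.24 and 9 of the 18 genes above 0. With 0 UMIs in the muscle-like interface, ets2 is under 85.9 CPM in sample E and under 32.7 CPM in sample F, against 104 and 143 CPM in tumor cells. With the 12 members at 0 UMIs set to 3, the median log2 ratio before scaling was 2.16, above 0, so a decrease of the median was not detectable at this depth. Between the whole interface and all other cells, edgeR called 1 member, spi1b, lower (log2 fold change -8.40, standard error 0.958, adjusted p = 0.0498, Benjamini-Hochberg adjustment), and 3 when adjusted over the list alone. The other cells include macrophages and neutrophils, whose mean log-normalized ETS list scores were the highest. These were 0.164 and 0.132 in sample E and 0.162 and 0.129 in sample F, against 0.0860 and 0.0937 in tumor cells. A lower value against all other cells therefore cannot be told from the absence of those classes in the interface. In that comparison, edgeR with the fish as a block called 4 of 18 lower and DESeq2 called 3. At resolutions 0.4 and 1.6 and with log-normalized counts, edgeR called 0 lower. In the snRNA-seq, the median log2 ratio was -0.28 in tumor-named interface nuclei against tumor nuclei (counting interval -0.73 to -0.04), with 8 of 22 genes higher, at percentile 59.45 of random lists. It was -0.11 in muscle-named interface nuclei against muscle nuclei (-0.40 to 0.20), at percentile 27.5. Nuclei of a single fish were compared after the data had been seen. Muscle-named nuclei had -0.025 in fish 2 (percentile 2.94) and -0.35 in fish 3 (percentile 11.24), and fish 1 had 1 gene only. Tumor-named nuclei of fish 1 had -0.65 (percentile 24.4).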

**Fig. 6:**
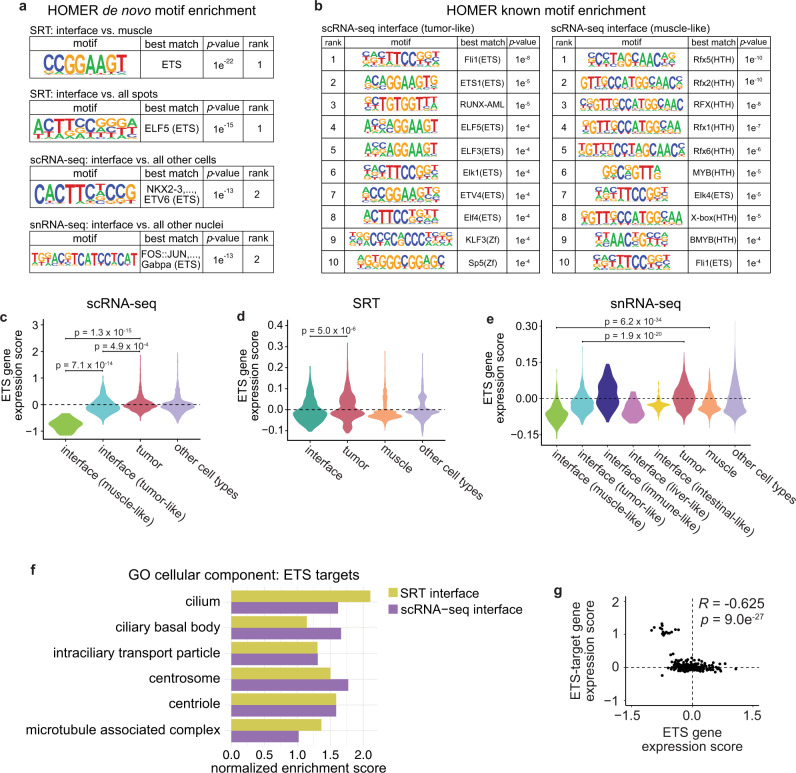
ETS transcription factors may regulate cilia gene expression at the interface. **a** Results from HOMER de novo motif analysis of differentially expressed genes in the SRT, scRNA-seq, and snRNA-seq interface clusters. **b** Top ten enriched motifs from HOMER known motif analysis of the scRNA-seq tumor-like (left) and muscle-like (right) interface cell states. **a**, **b** *p*-values calculated using the hypergeometric test (one-tailed). **c**–**e** Relative expression of zebrafish ETS genes across the clusters in the scRNA-seq (**c**), SRT (**d**), and snRNA-seq (**e**) datasets. *p*-values are noted (Wilcoxon rank sum test, two-sided, with Bonferroni’s correction). **f** Normalized enrichment score of cilia-related pathways enriched in ETS-target genes within the SRT and scRNA-seq interface clusters. **g** Scatter plot comparing ETS gene expression scores per cell and ETS-target gene expression scores per cell in the scRNA-seq interface cluster. Pearson’s correlation coefficient (*R*) and *p*-value of correlation (two-sided) is indicated.

To identify potential biological processes that could be regulated by ETS transcription factors at the tumor–microenvironment interface, we investigated putative target genes containing an ETS motif in their promoter. We queried the zebrafish genome for genes with an ETS motif within 500 bp of the transcription start site, filtered these genes to include only those differentially expressed in the tissue/cell state of interest, and performed GSEA on the resulting target gene lists. Surprisingly, within the ETS-target genes in both the SRT and scRNA-seq interface clusters, we again found an enrichment of pathways related to cilia (Fig. 6g). As ETS TFs are downregulated specifically in the interface (Fig. 6d–f), this suggests that ETS-family TFs may act as a transcriptional repressor of cilia genes. ETS TFs can act as transcriptional activators and/or repressors depending on gene and context (Supplementary Table 2). In support of this model, when we scored each cell in the interface for relative expression of both ETS genes and ETS-target genes, the two were strongly anti-correlated (*R* = −0.625, *p* = 9.02 × 10^−27^, Fig. 6h). Collectively, these data suggest that ETS-family transcription factors act as transcriptional repressors of cilia genes in cells at the interface between tumors and the microenvironment, where upregulation of cilia may contribute to tumor–microenvironment cell interactions.

### An interface signature may be present in human melanoma

Finally, we investigated whether “interface”-like cells are also found in human melanoma. We chose to take advantage of a recently published scRNA-seq dataset of 29,247 cells isolated from 43 human patients with metastatic melanoma^39^, as this dataset contains significantly more cells than other commonly used human metastatic melanoma scRNA-seq datasets^40^. This new dataset contains mostly tumor, myeloid, and immune cells^39^ (Supplementary Fig. 14a). We scored each cell for expression of the human orthologs of the genes upregulated by more than 1.5-fold in our scRNA-seq interface cluster (Supplementary Fig. 14b), and classified cells that upregulated these genes as an “interface” population (Supplementary Fig. 14c, d). Similar to our snRNA-seq results, “interface” cells were found across all the major cell types in the human melanoma dataset (Supplementary Fig. 14b–d, g). For the purposes of statistical power, we focused on interface-like cells from the three largest clusters (tumor, myeloid cells, and T/NK cells). Human cells in an interface-like cell state upregulated many of the same genes upregulated in the interface in our zebrafish datasets, including *PLK1* (Figs. 3e and 4b and Supplementary Fig. 14e, g), *HMGB2* (Supplementary Figs. 10, and  14e, g), *TUBB4B* (Fig. 5f and Supplementary Fig. 14e, g) and *TPX2* (Fig. 3e and Supplementary Fig. 14e, g). Cilia genes were significantly upregulated across all of the interface cell states, relative to their corresponding tumor/TME cell types (Supplementary Fig. 14f). This suggests that a transcriptionally distinct “interface” gene signature may be found in human melanoma. Identifying which human melanoma subtypes (e.g., BRAF, NRAS, c-KIT, etc) in which an interface cell state is found awaits larger datasets of freshly isolated tumors subjected to scRNA-seq and/or SRT. Follow-up analyses determining the roles of specific types of immune and myeloid cells in the interface would also be an interesting area of future study. Together, our results suggest that cell-cell interactions at the tumor–microenvironment interface are accomplished by a subset of specialized tumor and muscle cells, which together upregulate a conserved common gene program characterized by upregulation of cilia genes and downregulation of ETS transcription factors.

## Discussion

Here, we combined spatially resolved and single-cell and single-nucleus transcriptomics approaches to characterize how tumor cells interact with new tissues in their surrounding environment, revealing key regulators of how this interface is formed. We analyzed a total of 49,944 transcriptomes encompassing expression of 20,589 unique genes from 7281 spatial array spots, 2889 zebrafish cells, 10,527 zebrafish nuclei, and 29,247 human cells. Our results identified a series of spatially-patterned gene modules, some of which specifically localize to the interface between tumors and surrounding tissue. We showed that the interface is composed of specialized tumor and muscle cell states, which are distinguished by upregulation of cilia genes and proteins. We further show that ETS transcription factors regulate expression of cilia genes at the interface, and that a distinct “interface” cell population is conserved in human melanoma patient samples. Together, our results reveal an “interface” transcriptional state that may mediate melanoma growth into surrounding tissues.

Our results identify a role for ETS-family transcription factors in mediating cilia gene expression at the interface. In recent years cilia have been implicated in multiple facets of melanoma biology, but their role in melanoma progression is still unclear. The bulk of melanomas are not ciliated^30,31^ (Fig. 5g, h and Supplementary Fig. 12), and in fact, the “ciliation index” is gaining prominence as a diagnostic tool to distinguish melanomas from benign nevi^28,32^. Furthermore, cilia disassembly has recently been implicated in melanoma metastasis^29^, in which deconstruction of cilia, regulated by EZH2, drives metastasis. The paradox is that while most melanoma cells are not ciliated, many melanomas still express cilia genes (Fig. 5d, e). Our data adds a layer onto this complexity, in that we find that not only are cilia genes upregulated specifically at the interface between tumor and microenvironment, but more importantly that only cells at that interface express high levels of cilia proteins. This raises the still not fully answered question of what role cilia play in various steps in melanoma progression. In primary melanoma growth, it is clear that most cells are unciliated, and that EZH2 acts to suppress those genes. Loss of cilia via EZH2 increases metastasis in these models via enhanced Wnt/β-catenin signaling^29^. Our finding that most melanoma cells do not have cilia is consistent with this finding, but yet we find a specific subset of cells at the interface that upregulate cilia genes and protein, and these cells appear to be present in human melanoma as well.

How to reconcile these seemingly conflicting pieces of data? Our data would suggest that intact cilia may be most important when they are first encountering new, heterotypic cell types in the neighboring environment. We can envision several different possibilities to why cilia are upregulated specifically at this interface. First, this upregulation of cilia genes and proteins at the interface may be transient, induced by heterotypic cell–cell interactions between tumor and muscle. Primary cilia are critical signaling hubs for the cell, and regulate signaling pathways such as Hedgehog and TGF-β/BMP^41^, all of which are important in cancer progression^42^ and cell–cell communication. Our NicheNet analysis (Supplementary Fig. 10) suggests that there may be distinct ligand/receptor pairs, including HMG family proteins, that may mediate such signaling. A second possibility is that the primary cilia are acting as mechanotransducers, and play a role in directional migration of the cells as they invade into new tissues. For example, seminal work on primary cilia demonstrated that cilia can orient in the direction of migration in 3T3 cells^43^, which has been also seen in the context of wound healing^44,45^. Finally, it is possible that the emergence of cilia at the interface is actually acting as a barrier to systemic metastatic dissemination, and that heterotypic interactions between melanoma and muscle might be restraining progression. It is notable that our zebrafish melanomas metastasize at a low rate, and in fact skeletal muscle (where we most easily see the interface) is a rare site of metastasis in humans, consistent with this possibility. A major endeavor for future studies will be to delineate how cilia act at each step of tumorigenesis, what signaling nodes are most critical, and whether they act as a barrier or enabler of metastasis. Another open and related question is which microenvironment cell types (other than muscle) trigger ciliation of the tumor–microenvironment interface. Our snRNA-seq data (Fig. 4) and analyses of human patient data (Supplementary Fig. 14) suggest that the interface is not solely restricted to tumor and muscle, but that other cell types may also be reprogrammed to adopt this cell state, such as immune cells or liver cells. Recent work has suggested that in melanoma, tumor cells can reprogram microenvironment cells such as liver cells at a distance^8^. It is not clear yet whether direct physical contact between tumor/microenvironment cells is required to induce an interface-like cell state, or whether longer-range signaling mechanisms may also be at play, but determining the nature of these tumor–microenvironment interactions (whether metabolic or epigenetic) is an exciting area for future mechanistic study.

Our results uncovered a role for ETS-family transcription factors in melanoma, as potential transcriptional repressors of cilia genes. Although most ETS TFs can function as transcriptional activators, at least four ETS TFs are known to have repressor activity^46^ (Supplementary Table 2). Despite the fact that ETS TFs have a well-characterized role in several types of solid tumors, their role in melanoma has not been studied in depth, although a recent study found that ETS TFs induce a UV damage signature that correlates with increased mutational burden in human melanoma^47^. ETS TFs broadly function in various facets of tumorigenesis, including DNA damage, metabolism, self-renewal, and remodeling of the microenvironment^38^. However, most if not all of these situations have been found to be induced by aberrant upregulation of ETS genes. Conversely, we found a role for downregulation of ETS TFs specifically where tumors contact surrounding tissues. It is still unclear what triggers this downregulation of ETS genes in such a spatially-restricted region. Despite their role as transcription factors, ETS proteins also participate in a wide range of protein–protein interactions, and their activity is regulated through phosphorylation as a result of signaling cascades^48^. MAPK signaling has been reported to regulate ETS^49^, and the MAPK pathway is frequently activated in melanoma^50^. It is unclear if MAPK or other signaling pathways display spatially-restricted patterns of activation within tumors and/or the microenvironment, but the advent of SRT techniques will help to address these questions.

Although it was not a focus of our study, our SRT dataset also uncovered spatially-organized transcriptomic heterogeneity within the tumor itself (Fig. 1f, g). In recent years, the advent of single-cell transcriptomics approaches has identified a substantial degree of transcriptomic heterogeneity in most if not all types of cancer^51^. Tumor heterogeneity often increases as tumors progress, and may be a predictor of poor clinical outcomes as it is believed to be a major contributor to drug resistance^52^. Investigating the underlying cause and complex clonal relationships within different tumor cell subtypes has proven to be challenging for many reasons, one of which being a lack of information regarding the spatial patterning of this heterogeneity. Our dataset acts as a proof-of-principle for the use of spatially resolved transcriptomics in identifying spatially-organized tumor heterogeneity, and lays the groundwork for future studies using our dataset or others to explore the basis of this spatial patterning.

Our study is, to our knowledge, the first spatially-resolved gene expression atlas of the interface between the tumor and its environment. Although we uncovered many genes, pathways and gene modules that are spatially patterned within the tumor and/or environment, there are likely many more interesting biological phenomena in our dataset that we have yet to identify. Recently, deep learning methods have been applied to histopathology images to uncover spatially-resolved predictions of molecular alterations, mutations, and prognosis^53,54^. A logical next step would be extension of these approaches to integrate deep learning and pattern recognition algorithms with SRT data, to identify interesting spatial patterns of gene expression and also predict transcriptomes based on histopathology. Ultimately, integration of transcriptomics, histopathology, and deep learning techniques will allow us to expand the utility of both SRT and histological datasets and broaden our understanding of cancer cell interactions in vivo.

## Methods

### Zebrafish husbandry

Zebrafish lines were maintained at 28.5 °C in a dedicated aquatics facility with a 14 h on/10 h off light cycle. *casper*^55^ fish were used for all experiments. Fish were anesthetized with Tricaine (MS-222) at a stock concentration of 4 g/L (pH 7.0). All zebrafish experiments and procedures were carried out in compliance with institutional protocols for vertebrate animals, and were approved by the Memorial Sloan Kettering Cancer Center IACUC (protocol #12-05-008).

### Generation of transgenic fish

Transgenic tumor-bearing fish were generated using the *miniCoopR* system as previously described^56,57^. Briefly, *casper* fish with the genotype *mitfa-BRAF*^*V600E*^*; p53*^*−/−*^*; mitfa*^*−/−*^ were incrossed, and the resulting 1-cell stage embryos were injected with plasmids containing *mitfa-MITF* and *mitfa-GFP*. Fish were raised to adulthood (4–6 months) and screened for the presence of pigmented, GFP-positive tumors.

### Generation and validation of ZMEL-cilia cell line

The mouse ARL13B coding sequence was PCR amplified (removing the stop codon) from the plasmid pENTR-Arl13b2 (Addgene #40871) and subcloned into a middle entry vector containing a C-terminus EGFP tag. Primer sequences can be found in Supplementary Table 3. LR cloning was subsequently performed using 5′ entry ubi promoter, middle entry ARL13B-EGFP, and 3′ entry SV40 fragment. To generate the cell line, 8 million ZMEL1 cells^58^ were electroporated with 15 µg of the ubi-ARL13B-EGFP plasmid using the Neon Transfection System (Thermo Fisher Scientific). Following electroporation, cells were allowed to recover for 72 h, and then GFP+ cells were isolated using a BD FACSAria III Cell Sorter (BD Biosciences). To validate localization of ARL13B-GFP to the cilium and acetylated tubulin staining, cells were grown on chamber slides before fixation with 4% PFA for 15 min at RT. Cells were then washed with PBS before permeabilization with 0.1% Triton X-100 in PBS for 30 min at RT. Cells were blocked for 1 h at RT with 10% goat serum, before incubation overnight at 4 °C with goat anti-GFP (abcam #ab5450, 1:100) and mouse anti-acetylated tubulin (Sigma-Aldrich #6793, 1:100). Secondary antibodies (anti-goat IgG conjugated to Alexa 488 and anti-mouse IgG conjugated to Alexa 555) were used at 1:250 for 2 h at RT. Slides were mounted in Prolong Glass (Thermo Fisher Scientific) and imaged on a Leica SP5 upright line scanning confocal microscope.

### Spatially resolved transcriptomics

#### Sample preparation

Adult tumor-bearing fish were euthanized on ice and washed in 1× PBS. After dissection of the head and tail, the remaining tissue was equilibrated in cold OCT for 2 m, before transfer to a tissue mold filled with fresh OCT for snap-freezing in liquid nitrogen-chilled isopentane. Tissue blocks were stored at −80 °C. For cryosectioning, both the tissue block and the Visium slide were equilibrated inside the cryostat for 15–30 m at 16 °C before sectioning. Transverse sections through the entire fish were cut at a thickness of 10 µm and immediately placed on the Visium array slide (Visium Spatial Gene Expression slides, 10× Genomics). Array slides containing sections were stored at −80 °C for a maximum of 1 week before use.

#### Fixation, staining, imaging, and construction of cDNA libraries

Samples were processed according to the Visium Spatial Gene Expression User Guide (10× Genomics) and all reagents were from the Visium Spatial Gene Expression Kit (10× Genomics). Briefly, sections were fixed in chilled methanol for 30 min at −20 °C, stained with hematoxylin and eosin, and mounted in 85% glycerol for imaging. Imaging was performed on a Leica SCN400 F whole-slide scanner at ×40 magnification. After imaging, sections were permeabilized at 37 °C for 45 m. After permeabilization, the on-slide reverse transcription (RT) reaction was performed at 53 °C for 2 h. Permeabilization time and RT reaction length were determined using the Visium Spatial Tissue Optimization Kit (10× Genomics). Second strand synthesis was subsequently performed on-slide for 15 m at 65 °C. All on-slide reactions were performed in a thermocycler with a metal slide adapter plate. Following second strand synthesis, samples were transferred to tubes for cDNA amplification and cleanup. Library quality was assayed using a Bioanalyzer High Sensitivity chip (Agilent).

#### Sequencing

10× Genomics Visium libraries were pooled, denatured, and diluted to a loading concentration of 1.8 pM with 1% PhiX control, followed by paired-end sequencing on an Illumina NextSeq 500 to a depth of approximately 110–180 million paired reads per sample. Sequencing parameters: Read1 28 cycles. i7 10 cycles, i5 10, Read2 120 cycles. Sequencing data was processed using the Space Ranger pipeline v.1.0.0 (10× Genomics).

#### Dimensionality reduction and clustering

SRT data was processed using R version 3.6.3, Seurat version 3.1.4^17^, Python version 3.6, and MATLAB 2019b. Data was normalized using SCTransform^59^. The three SRT datasets were integrated using the Seurat SCTransform integration workflow, using 3000 integration features and including all common genes between the three datasets. Principal component analysis^60^ and UMAP dimensionality reduction^61^ were done using default parameters. Initial clustering was done using the FindClusters function implemented in the Seurat R package with the resolution parameter = 0.8. Tissue types of each cluster were inferred and clusters were further refined by plotting clusters onto the associated histology images and identifying marker genes using the Wilcoxon’s Rank Sum test. Expression scores for ETS and cilia gene sets were calculated using the Seurat function AddModuleScores with default parameters. A list of cilia genes was obtained from the SYSCILIA gold standard list^33^. A list of ETS genes was obtained from ref. ^62^.

#### Identification of genes enriched in the SRT interface

To identify genes that were enriched at the interface in the SRT data, we first used the Seurat function FindMarkers and the Wilcoxon rank sum test in order to calculate the average log2 fold change for each gene in our dataset within the interface cluster, relative to all other SRT array spots. We then used the same function to calculate the average log2 fold change of each of these genes within the tumor and muscle clusters. To account for the likely admixture of tumor and muscle cells within the interface region, we defined interface-upregulated genes as: genes with a log2 fold change > 0, log2 fold change in the interface > log2 fold change in the tumor, and log2 fold change in the interface > log2 fold change in the muscle. We defined interface-downregulated genes as: genes with a log2 fold change < 0, log2 fold change in the interface < log2 fold change in the tumor, and log2 fold change in the interface < log2 fold change in the muscle. Finally, we filtered the lists of genes upregulated and downregulated in the interface to only include genes with an adjusted *p*-value of <0.05.

#### Non-negative matrix factorization (NMF)

After normalization and integration of SRT data (see “Dimensionality reduction and clustering” section), negative values in the integrated expression matrix were set to zero. NMF was performed with a rank of 11. The optimal number of ranks was estimated using the function nmfEstimateRank^63^ based on the first rank for which cophenetic starts decreasing^64^ and for which RSS presents an inflection point^65^. Factor scores were first *z*-scored across factors prior to plotting onto array spots.

#### Analysis of gene ontology (GO) terms with spatially coherent expression patterns

GO term annotations for *Danio rerio* were downloaded from Biomart^66^. For each GO term, the average expression of genes annotated for that GO term was computed. We defined spots that highly express this GO term as spots, whose expression level for these genes is above the mean plus two standard deviations (we required the number of these spots to be at least five to proceed with the analysis). We then computed the Euclidean distance between these spots. Next, we computed the Euclidean distance between the same number of random spots, and repeated this computation 100 times to generate a null distribution of distances. We then compared the GO term spot distances to the null distribution using Wilcoxon’s rank sum test to compute a *p*-value.

#### Correlation between SRT spots and SRT clusters

For computing the correlation across SRT clusters, we first computed the average expression of each tissue cluster in the integrated expression matrix of our three datasets. We then used the union of the ~1000 variably expressed genes in each individual dataset to obtain a list of ~2300 total variably expressed genes. We then used these genes to compute the Pearson’s correlation and associated *p*-values.

#### GSEA and pathway analysis

Lists of differentially expressed genes for pathway analysis were created using the Seurat function FindMarkers using the Wilcoxon rank sum test. Ribosomal genes and genes with *p*-values above 0.05 were removed. Zebrafish genes were converted to their human orthologs using DIOPT^67^, keeping only human orthologs with a DIOPT score >6. In cases where there were multiple zebrafish orthologs for one human gene, the gene with the highest log fold change in expression was used. Pathway analysis and GSEA^68^ was done using the fgsea R package^69^, using the MSigDB^70^ GO^71,72^ biological processes and GO cellular component human genesets.

#### HOMER motif analysis

Motif analysis was performed using HOMER^34^, using the function findMotifs.pl. Motifs of lengths 8, 10, and 16 were queried within +/− 500 bp of the TSS of differentially expressed genes. Target genes containing the motif of interest were found by filtering the list of differentially expressed genes to contain only those with the desired motif. JASPAR^73^ was used to annotate motifs.

#### Multimodal intersection analysis (MIA)

To determine cell type enrichment in tissue regions we used MIA^14^, which uses the hypergeometric cumulative distribution to determine the statistical significance of the overlap between cell type specific gene sets and tissue region specific gene sets. We used the intersect between all genes in the SRT count matrix and all genes in the snRNA-seq count matrix as the gene background to calculate the *p-*value. In parallel, we tested for cell type depletion by computing −log10(1 − *p*).

### Single-cell RNA-seq

#### Sample preparation

Adult tumor-bearing fish were dissected to obtain only the tumor and surrounding tissues (i.e., head and tail were removed). Tissue was minced with a fresh scalpel and incubated in 0.16 mg/mL liberase (Sigma-Aldrich #5401020001) in 0.9× PBS for 15 m at RT. Tissue was then further dissociated by repeated pipetting with a wide-bore P1000, followed by incubation for an additional 15 m at RT. After adding 500 µL FBS to stop the dissociation reaction, samples were filtered through a 70 µm filter and centrifuged at 500 × *g* for 5 m at RT. The resulting pellet was resuspended in DMEM supplemented with 2% FBS, and cells were sorted at room temperature to remove debris and doublets, using a BD FACSAria III cell sorter (BD Biosciences). Equal numbers of GFP+ (tumor) and GFP− (microenvironment) cells were collected.

#### Cell encapsulation and library preparation

Equal numbers of sorted GFP+ (tumor) and GFP− (microenvironment) cells were centrifuged at 300×*g* for 5 m at RT, and resuspended in DMEM + 10% FBS. Droplet-based scRNA-seq was performed using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10× Genomics) and Chromium Single Cell 3′ Chip G (10× Genomics). Approximately 10,000 cells from two fish were split encapsulated in a single v3 reaction. GEM generation and library preparation were performed according to manufacturer’s instructions.

#### Sequencing

10× scRNA-Seq libraries were pooled, denatured, and diluted to a concentration of 1.8 pM with 1% PhiX prior to paired-end sequencing on a NextSeq 500. Each library (corresponding to approximately 5000 cells) were sequenced to a depth of 550 M paired-end reads. Sequencing parameters: Read1 28 cycles, index read 8 cycles, Read2 132 cycles. Sequencing data was aligned to our reference zebrafish genome using Cell Ranger v5.0.1 (10× Genomics).

#### Analysis

Data was processed using R version 3.6.3 and Seurat version 3.1.4^17^. Cells with fewer than 200 unique genes or >20% mitochondrial reads were filtered out. Expression data was normalized using SCTransform^59^. Datasets were integrated using the Seurat SCTransform integration workflow, with 3000 integration anchors and including all genes expressed in both datasets (15,154 genes). Principal component analysis^60^, UMAP dimensionality reduction^61^, HOMER analysis^34^, GSEA, and pathway analysis were performed as described above. Cluster annotations were performed using the Seurat function FindAllMarkers, in conjunction with marker genes used in previous analyses^74^. Doublets were detected using the doubletFinder R package^22^, using 15 principal components.

### Single-nucleus RNA-seq

#### Sample preparation

Adult tumor-bearing fish were dissected to obtain only the tumor and surrounding tissues (i.e., head and tail were removed). The tissue was then ground in a Dounce homogenizer on ice in Nuclei EZ Prep Lysis Buffer (Sigma-Aldrich #NUC101). The nuclear suspension was then spun down at 4 °C (500×*g*, 5 min). After resuspending the pellet in 1 mL wash buffer (250 mM sucrose, 50 mM citric acid, 1% BSA, 20 mM DTT, 0.2U/µL RNAse inhibitor), the sample was again spun at 4 °C for 5 min at 500×*g*. The pellet was resuspended in 1 mL wash buffer and subsequently sorted at 4 °C to isolate individual nuclei, using a BD FACSAria III cell sorter (BD Biosciences). Approximately equal numbers of GFP+ (tumor) and GFP− (microenvironment) nuclei were collected.

#### Cell encapsulation and library preparation

Equal numbers of sorted GFP+ (tumor) and GFP− (microenvironment) nuclei were centrifuged at 600×*g* for 5 m at 4 °C. Droplet-based snRNA-seq was performed using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10× Genomics) and Chromium Single Cell 3′ Chip G (10× Genomics). Approximately 12,000 nuclei were encapsulated in a single v3 reaction. GEM generation and library preparation were performed according to manufacturer’s instructions.

#### Sequencing

10× snRNA-Seq libraries were pooled, denatured, and diluted to a concentration of 1.8 pM with 1% PhiX prior to paired-end sequencing on a NovaSeq 6000. Sequencing parameters: Read1 26 cycles, Read2 70 cycles, index read 8 cycles. Sequencing depth was approximately 200 million reads per 10,000 nuclei. Sequencing data was aligned to our reference zebrafish genome using CellRanger (10× Genomics).

#### Analysis

Data was processed using R version 3.6.3 and Seurat version 3.1.4^17^. Nuclei with fewer than 200 unique genes, more than 1 million UMIs, predicted doublets^22^ and/or >20% mitochondrial reads were filtered out. A putative erythrocyte cluster was also filtered out for quality control reasons, due to the unusual nature of zebrafish erythrocyte nuclei^75^. Expression data was normalized using SCTransform^59^. PCA^60^, UMAP^61^, and HOMER analysis^34^ were performed as described above. Potential doublets were detected with doubletFinder^22^ and were filtered out before downstream analyses. Cluster annotations were performed using the Seurat function FindAllMarkers, in conjunction with marker genes used in previous analyses^74^. Modeling of ligand–receptor interactions was performed using NicheNet and the nichenetR R package^23^, with the combined interface cluster as the “sender” cell population and all other cells as “receiver”, using a cutoff of 0.1 for determining expressed genes and 0.5 for ligand-target scores. For NicheNet analysis, Zebrafish genes were converted to human as described above, using DIOPT^67^, keeping only human orthologs with a DIOPT score >6. In cases where there were multiple zebrafish orthologs for one human gene, the gene with the highest log fold change in expression was used.

### Calculation of an interface gene signature

Genes significantly upregulated in the interface clusters of the SRT, scRNA-seq, and snRNA-seq datasets were calculated using the Seurat function FindMarkers and the Wilcoxon rank sum test. Ribosomal genes (starting with “rps” or “rpl”) were filtered out. The three genelists were then merged to only include common genes present on all three lists.

### Immunofluorescence and imaging

Adult *casper* zebrafish with large pigmented tumors were euthanized on ice and fixed in 4% paraformaldehyde in PBS for 72 h at 4 °C. Fish were then stored in 70% ethanol before embedding in paraffin and sectioning by Histowiz, Inc. FFPE slides were deparaffinized in xylene before several rounds of washing in 100–50% ethanol. Antigen retrieval was performed by heating slides to 95 °C for 20 m in 10 mM sodium citrate pH 6.2 in a pressure cooker. After cooling, slides were blocked in a solution of 5% donkey serum, 1% BSA, and 0.4% Triton-X100 in PBS for 1 h at room temperature, before overnight incubation with primary antibodies in blocking buffer. Primary antibodies used were: goat anti-GFP (abcam #ab5450, 1:200) and mouse anti-acetylated tubulin (Sigma-Aldrich #6793, 1:100). Following overnight incubation with primary antibodies, slides were washed in PBS before incubation with secondary antibodies for 2 h at room temperature. Secondary antibodies used were: donkey anti-goat IgG conjugated to Alexa 488 (Thermo Fisher Scientific #A11055, 1:250) and goat anti-mouse IgG conjugated to Alexa 555 (Cell Signaling Technology #4409S, 1:250). Hoechst 33342 (Thermo Fisher Scientific #H3570) was added to the secondary antibody solution at 1:1000. Slides were mounted in ProLong Glass (Thermo Fisher Scientific #P36980) and cured overnight at room temperature. Slides were imaged on a Leica SP5 upright line-scanning confocal microscope using a 40× (oil) objective. Twelve-bit *Z*-stacks were acquired at 0.3–0.5 µm steps using 3× line averaging. Maximum intensity projections were created of the *Z*-stacks in ImageJ. Noise was removed from each image using the ImageJ “Despeckle” function.

### Re-analysis of Smalley et al. human melanoma scRNA-seq dataset

The counts matrix was obtained from GEO (GSE174401). All analysis was done using R version 3.6.3 and Seurat version 3.1.4^21^, based on the analyses done in the original publication^39^. A Seurat object was created with default parameters, keeping all genes expressed in three or more cells and all cells expressing 200 or more genes, and filtering out any cells with more than 20% expression of mitochondrial genes, resulting in a final object containing 29,247 cells. Dimensionality reduction and clustering were performed using 15 principal components. Expression scores for interface, cilia, and ETS genes were calculated using the Seurat function AddModuleScore with default parameters. Interface marker genes were defined as the human orthologs of all genes with a log fold change >1.5 in our zebrafish scRNA-seq interface cluster.

### Statistical analysis

Statistical analysis and figure generation were performed in MATLAB (Mathworks, R2019a) and R (R Foundation for Statistical Computing, 3.6.3). Image processing and analysis was performed in MATLAB and ImageJ (NIH). Unless otherwise noted, *p*-values were calculated using the Wilcoxon rank-sum test, two-sided, with Bonferroni’s correction for multiple groups as necessary (R functions wilcox.test and pairwise.wilcox.test). Pearson correlation coefficients and corresponding *p*-values were calculated using the R function cor.test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data

Reporting Summary

## Data Availability

The scRNA-seq, snRNA-seq, and SRT data generated in this study have been deposited to the Gene Expression Omnibus (GEO) under accession number “GSE159709”. Human scRNA-seq data was obtained from GEO under accession code “GSE174401”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

# Supplementary material for: Spatially resolved transcriptomics reveals the architecture of the tumor-microenvironment interface
**Source:** Nat Commun. 2021 Nov 1;12:6278. doi: 10.1038/s41467-021-26614-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**Title: Supplementary Movie 1. Spatial patterning of biological pathways in melanoma.**

**Description:** 100 pathways are shown within the tumor region of sample A. The average expression of the genes annotated for the indicated pathway is shown. Blue: low expression; red: high expression.

**Title: Supplementary Movie 2. Spatial patterning of biological pathways in the melanoma macroenvironment.**

**Description:** 100 pathways are shown within the interface and muscle regions of sample C. The average expression of the genes annotated for the indicated pathway is shown. Blue: low expression; red: high expression.

**Title: Supplementary Data 1**

**Description:** Average log2 fold change of genes upregulated in the interface within the interface, tumor, and muscle SRT clusters.

How the deposited data were processed for this re-analysis (not part of the article)

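Cells of tumor and surrounding tissue from 2 fish (samples E and F) and pooled nuclei of 3 fish were measured, beside the array positions of SRT samples A, B and C. For cells, the authors deposited raw UMI counts per gene and barcode, filtered to cells by Cell Ranger. For nuclei, the authors deposited raw UMI counts for every barcode, with hashtags counted in the same table. Both use a zebrafish reference with human BRAF and EGFP added, whose build the files do not state. For the SRT, the positions deposited by the authors mark each array spot as over tissue or not. The samples, comparisons and alternatives were set before the data were examined. The rules named below as set later are the exceptions.

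Cells were kept with at least 200 genes and at most 20% mitochondrial UMIs, and the alternative took at most 10%. Clustering used Seurat 5.3.0 with sctransform 0.4.2 (3000 features, 15 principal components, Louvain resolution 0.8, with 0.4 and 1.6 as alternatives). Doublets were called with the scrublet functions of scanpy 1.11.5 at an expected rate of 0.06. DoubletFinder, used by the paper, was not used here. Classes were named by lists of marker genes. A cluster took the list with the highest mean log2 ratio to the median cluster, if that mean was at least 1, at least 3 markers and at least 50% of the list were raised at least 2 times, and a marker was among its 200 leading genes (10 for clusters of low depth). The last number was 25 at first and was raised after clusters had stayed unnamed. The former value was kept as an alternative. A cluster past the interface threshold was called interface whatever its list. An interface subcluster of nuclei took the highest list at a mean log2 ratio of at least 1.5, with the oocyte and exocrine pancreas lists left out. Where none passed, it was named for oocyte genes at a mean of at least 3. The interface thresholds, 2 for cells and 1 for nuclei, and the thresholds for naming interface subclusters were set after the scores had been seen.

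UMIs of each class were summed per fish for classes of at least 5 cells, and genes were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p of 0.05), without the fish as a block. Each sample was treated as 1 fish, as its label reads. For cells, the paper's Results speak of 3 fish and its Methods of 2 fish whose cells were split in a single reaction, so the 2 replicates rest on the labels. Classes with the same sample letter were thus taken to come from 1 fish, and a fit with the fish as a block was run beside it. The muscle-like interface entered from sample F alone, since sample E has 4 such cells, and its spread was taken from the other classes. DESeq2 1.42.0 was an alternative. Lists of cilia, ETS-family and SRT interface genes were tested with limma 3.58.1 by camera on voom values with a correlation of 0.01. The cilia and ETS lists were written by hand from gene names before the data were examined, and the SRT list is that of the paper's Supplementary Data table. Genes named in passages are those the paper names, those that define a class, and for each comparison up to 5 genes called with the largest change each way, the same direction in both fish and at least 50 UMIs, and up to 3 each way of a list. Tested on simulated counts with 200 changed genes, the edgeR fit recovered 39.5% of them in the tumor-like comparison (77% of those changed 16-fold) with 13 false calls among 92, 16.5% in the comparison of all interface cells, and 2% in the muscle-like comparison. A count of 0 called genes therefore leaves room for changes of this size. In the last comparison, camera on voom values gave a simulated list without a change a p of 2.29e-05, against 0.488 on log CPM, and camera on log CPM was added as an alternative after this was seen.

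Nuclei were to be called by the order-of-magnitude rule. That rule kept 811 nuclei in 10 clusters, none of which reached the interface threshold (highest score 0.252), and 72.3% of them belong to the class with oocyte genes. The alternative of at least 500 UMIs, set beforehand, was reported in its place. For nuclei no test across the fish was made, as set beforehand for a pooled library. Hashtags would allow sums per fish, and lists were compared within single fish only as a later addition. A list's median log2 ratio was set against 10000 random lists matched on expression in 20 bins, with counting error from 1000 draws. On simulated nuclei counts, a list without a shift was at percentile 80.5, and a list shifted by 1 gave a median of 0.92 at percentile 100. Fish were told apart by hashtags above 2 times their median count. One hashtag was found in 9678 nuclei, none in 2049 and several in 1653. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Transcript counts of SRT spots, integration across data types, motif enrichment, ETS-target scores, ligand and receptor analysis, stained tissue and human data were not analysed here.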

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

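Tests of germ cells within the cluster of sample F, of oocyte nuclei and of free RNA for either were chosen after these values had been seen, and the test of male germ cells before. These values were picked out because they are signals of genes that the paper does not discuss.

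A list of germ cell genes came to 10079.6 CPM in the muscle-like interface of sample E and 16643 CPM in that of sample F, against 17.1 and 24.9 CPM in tumor cells. It also came to 4556 CPM in the tumor-like interface of sample F, but to 20.8 CPM in that of sample E. The muscle-like interface exceeded the next class by 3.65 times in sample F, where the next class is the tumor-like interface, and by 453 times in sample E. All 23 cells held germ cell UMIs. This is consistent with male germ cells in the dissociated tissue. The most abundant contractile gene was at 115 CPM, which goes against muscle fibers or their debris as the source. A list of genes of multiciliated cells was raised too, at 605 CPM in the muscle-like interface of sample E and 1126 CPM in that of sample F. In tumor cells it was at 4.24 and 12.4 CPM. That all 23 cells held germ cell UMIs cannot by itself rule out multiciliated cells of other tissues. The list includes spermatid genes such as ropn1l and odf3b, whose level in multiciliated cells was not tested. Of the list, the spermatocyte gene sycp1 speaks more against such cells. It was at 1932 and 4673 CPM in the muscle-like interface of samples E and F, against 0 and 0.472 CPM in tumor cells.

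In the tumor-like interface of sample F, 13.6% of the 44 cells with germ cell UMIs held a UMI of the BRAF transgene, against 64.7% of the other 17. This is in line with germ cells that were clustered together with tumor cells. Free RNA is unlikely as the source, since the germ cell list was 183 times as high there as in tumor cells of the same fish. Of the 41 cells of this class with at least 5000 UMIs, 63.4% held at least 2 germ cell UMIs after thinning to that depth, against 1.03% of tumor cells. Exocrine pancreas genes were at 6619.5 CPM in the same class, whose source was not tested.

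A second list of oocyte genes, not used to name the class, came to 15857 CPM in the interface nuclei with oocyte genes, 14.15 times the highest class outside the interface. This is consistent with oocyte nuclei. Transcripts of exocrine pancreas and liver were at 3.20% of their level in free RNA, which excludes free RNA of those tissues as the source of this class. No histology or sex of the fish was used, so a biological role of germ cells at the tumor was not tested.

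Several hashtags were found in 12.4% of nuclei, and for 1393 of them these came from different fish. scrublet called 9.32% of these nuclei, against 1.02% of those with 1 hashtag. Free hashtag antibody and doublets were not told apart, and no biological explanation was tested.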

How the results depend on the processing

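Camera on log CPM, sums of at least 3 cells, genes by fold alone, nuclei of a single fish and the median number of UMIs were chosen after the data had been seen, and so was the use of at least 500 UMIs as the reported rule for nuclei. Stricter naming is the rule first used for clusters, and the reported rule was chosen after the clusters had been seen. For none of the changes below was the cause tested unless said otherwise.

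In the tumor-like comparison, the 50 genes called became 280 with the fish as a block, 222 with DESeq2, 601 without a filter on low counts, 230 with log-normalized counts, 33 at resolution 1.6, 0 when clustered without the listed genes, 1 with at most 10% mitochondrial UMIs and 91 with sums of at least 3 cells. Between muscle-like and tumor-like interface, 1190 became 1885 without a filter and 617 with log-normalized counts. In the comparison of all interface cells, 20 became 1501 with the block, 1058 with DESeq2, 1461 without a filter, and 0 with log-normalized counts, at resolution 0.4, at resolution 1.6 and with at most 10% mitochondrial UMIs. Of 44 counts of genes, 27 stayed within 1.5 times the reported one. In each fish alone, the genes called in the tumor-like comparison and in that of all interface cells kept their direction. The muscle-like comparisons were run in sample F alone, their only fish in the fit. The block changed no call on a list.

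The cilia list in the tumor-like interface kept its median of 1.21 under fry (adjusted p = 0.185) and an estimated correlation (adjusted p = 0.333, camera, both with Benjamini-Hochberg adjustment) but lost the call. It reversed to -0.10 with log-normalized counts (adjusted p = 0.447, camera with Benjamini-Hochberg adjustment). Leaving out a fish gave 0.25 to 1.19. Over its alternatives the adjusted p ran from 1.65e-09 to 0.447. The ETS list in the tumor-like interface reversed to -0.013 with sums of at least 3 cells (adjusted p = 0.286, camera with Benjamini-Hochberg adjustment), and leaving out a fish gave -0.088 to 0.23. The adjusted p ran from 0.185 to 0.670. The SRT list there gave -0.88 to -0.11 when a fish was left out, and 0.053 and -0.023 before the median of all genes was subtracted. Its adjusted p ran up to 0.0312. In the muscle-like interface, sample F alone gave -0.40 for the ETS list, whose adjusted p ran from 0.0974 to 0.670. The cilia list there had an adjusted p of up to 0.0312 and the SRT list of up to 0.0286. Of 89 values for lists of cells, 79 stayed the same, in direction and call or, where a fish was left out and no test was made, within 1.5 times.

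With log-normalized counts, the muscle-like interface of sample F took 6.69% of cells, and the tumor-like interface 10.6% of sample E and 2.40% of sample F. With the top 5% of scrublet scores, 8.39% and 16.25% of interface cells of samples E and F were called doublets.

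Nuclei kept numbered 6950 with at least 2000 UMIs and 811 with the order-of-magnitude rule. With at least 2000 UMIs, the share of nuclei was 0% for the liver-named interface, 4.27% for the muscle-named, 10.5% for that with oocyte genes and 3.4% for the tumor-named. The muscle-named share was 4.26% at resolution 1.6 and 4.19% with 30 principal components. In tumor-named interface nuclei, the cilia list reversed to 0.13 with at least 2000 UMIs, and was -1.0 with stricter naming and -1.01 with free RNA subtracted. The ETS list there was -0.83 with stricter naming and -0.99 with free RNA subtracted. In muscle-named interface nuclei, the cilia list was 0.72 with at least 2000 UMIs and 1.81 with free RNA subtracted, and the ETS list -0.41 with at least 2000 UMIs and -0.43 with doublets kept. Within a single fish, the cilia list there was 2.15 in fish 1 (3 genes), 1.58 in fish 2 and 2.12 in fish 3. The ETS list there was -0.82 in fish 1 (1 gene), -0.025 in fish 2 (17 genes) and -0.35 in fish 3 (14 genes). The median of all genes was 0.80 in fish 2 and 0.35 in fish 3. In interface nuclei with oocyte genes, the cilia list was -0.10 against tumor nuclei (-0.25 with stricter naming) and 0.83 against muscle nuclei. The ETS list was -1.10 and -1.02 (-1.21 against muscle with free RNA subtracted). Of 64 values for lists of nuclei, 49 moved by less than their counting interval.

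Genes shared by the 3 data sets were 2 by fold alone. Left-out fish reversed ran (-0.28 to 0.42), tubb4b (-0.42 to 0.81), tuba8l4 (-0.37 to 0.27) and ar (-1.20 to 1.07), and the block reversed ar to -0.14 (adjusted p = 0.942, edgeR with Benjamini-Hochberg adjustment). Of 381 values for single genes in cells, 320 stayed the same. The ETS motif and the ETS-target score were not run, for want of a genome sequence and of the target list. Depth limits most in the muscle-like interface, with 155739 UMIs in both fish.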

Differences from the paper's values

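The median number of UMIs was a choice made after the values had been seen. Values are taken to differ where one is more than 1.5 times the other. The mean number of UMIs per nucleus was 7879, and the paper's value is 3800. The values differ under every alternative set before the data were examined: 13592 with at least 2000 UMIs, 7869 with doublets kept, 7864 at resolution 0.4, 7879.6 at resolution 1.6, 7893 with 30 principal components and 81019 with the order-of-magnitude rule. The median, chosen after seeing the values, was 2138, which differs, and 3896.5 with at least 2000 UMIs, which does not. Clusters of nuclei numbered 26, and the paper's value is 12. Of the alternatives set before the data were examined, the order-of-magnitude rule (10) does not differ from the paper's value, while at least 2000 UMIs (21), doublets kept (25), resolution 0.4 (21), resolution 1.6 (36), 30 principal components (32) and subtraction of free RNA (26) do. Interface subclusters of nuclei numbered 8, and the paper's value is 5. With at least 2000 UMIs (7) the values do not differ. They do with doublets kept (9), resolution 0.4 (8), resolution 1.6 (8), 30 principal components (9) and subtraction of free RNA (8).

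The paper states that interface genes of the SRT mark the interface cells of the scRNA-seq. The list of its Supplementary Data table had a median log2 fold change of -0.58 in the tumor-like and -2.56 in the muscle-like interface. In the tumor-like interface of single fish, before the median of all genes was subtracted, it was -0.023 in sample E and 0.053 in sample F. That list holds genes above both tumor and muscle in the SRT, and a list of all genes raised in the SRT interface was not used here. The paper lists ran, tubb4b, stmn1a and tuba8l4 as raised in the interface of all 3 data types. In cells, edgeR called none of the 4. stmn1a, one of the genes that define the class here, was called by edgeR with the fish as a block or without a filter on low counts, and by DESeq2. The other 3 were called under no alternative. By fold alone, chosen after seeing the values, psma6a and strap were shared with nuclei and the Supplementary Data table. The paper states that stmn1a is raised in both interface classes. In the muscle-like interface it had 1 UMI in both fish together. The paper states that the cilia genes most raised in interface cells are also raised in tumor-like interface nuclei. The paper took these genes from the SYSCILIA list, which was not used here. Of the 20 genes most raised in the cilia list written here, 5 were measured and 2 were higher than in tumor nuclei. Over the whole list the median log2 ratio to tumor nuclei was -0.73, and 0.13 with at least 2000 UMIs. For ran, tubb4b, tuba4l and gmnn, the paper puts the muscle-like interface nuclei highest. Here the nuclei with oocyte genes were highest for all 4, and the liver-named were above the muscle-named for tuba4l and gmnn.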

Other observations

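The tests of interface markers in free RNA, of hashtags in nuclei with genes of several tissues and of cilia genes without germ cells were chosen after the values had been seen. Those of dividing cells, doublets in cells and free RNA of pancreas and liver were set before. The share of top scrublet scores, the germ cell list and the cell cycle list were taken for doublets after they had been seen.

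Dividing tumor cells were tested as an explanation of the tumor-like interface. In sample E, 93.6% of its cells, thinned to 5000 UMIs, held more cell cycle UMIs than the 95th percentile of tumor cells, which is consistent with it, although the markers that define the interface include genes of cell division. In sample F that share was 92.7% (38 of 41 cells). However, 27.9% of the tumor-like interface cells of sample F held a UMI of the BRAF transgene, against 92.1% of tumor cells. This excludes dividing tumor cells as the whole class there. Doublets of the other classes are excluded as the whole muscle-like interface, where the germ cell list was 453 times that of the highest class outside the interface in sample E and 58.1 times in sample F. In the tumor-like interface the cell cycle list was 2.65 times that of the highest class outside the interface in sample E and 4.35 times in sample F. This argues against doublets of cells typical of those classes. Dividing cells within the classes are not covered, since 17.2% of erythrocytes of sample E also passed the 95th percentile of tumor cells. Doublets that hold such a cell remain open for the tumor-like interface cells. At its automatic threshold scrublet called none of these cells, and 8.61% in sample E and 16.4% in sample F were among the top 5% of scores, against 20.0% and 15.5% in the highest class outside the interface. scrublet scores rest on simulated doublets, so doublets and a cell state cannot be told apart there.

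The cilia list in the tumor-like interface of sample F was 3.10 times that of tumor cells, 4.18 times in cells with germ cell UMIs and 1.09 times in those without. In sample E it was 1.45 times over all cells. The increase in sample F is thus consistent with germ cells in that cluster.

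Transcripts of exocrine pancreas and liver in the muscle-named and tumor-named interface nuclei were at 91.7% and 78.6% of their level in free RNA, which is consistent with free RNA as their source. The 8 interface markers were at 109% of the level in free RNA in the muscle-named and at 59.18% in the tumor-named interface nuclei, and lists of other tissues there reached from 82.3% to 123% and from 52.0% to 252%. Since the markers lie between the lowest and highest of these lists, free RNA and RNA of the nuclei themselves cannot be told apart. If the lowest list sets its share, free RNA does not cover the markers in either class. Several hashtags were found in 48.6% of the liver-named interface nuclei, in line with doublets, and in 13.8% of the muscle-named and 15.1% of the tumor-named, near the share in muscle (11.3%) and tumor (12.5%) nuclei, which goes against doublets as the main source there.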
